# Quick, Coordinated and Authentic Reprogramming of Ribosome Biogenesis during iPSC Reprogramming

**DOI:** 10.3390/cells9112484

**Published:** 2020-11-15

**Authors:** Kejin Hu

**Keywords:** ribosome biogenesis, mesenchymal-to-epithelial transition (MET), fibroblasts, human embryonic stem cell (ESC), reprogramome, reprogramming legitimacy, induced pluripotent stem cell (iPSC), RNA-seq, OCT4/SOX2/KLF4/MYC (OSKM), transcriptome, transcription profiling

## Abstract

Induction of pluripotent stem cells (iPSC) by OCT4 (octamer-binding transcription factor 4), SOX2 (SR box 2), KLF4 (Krüppel-Like Factor 4), and MYC (cellular Myelocytomatosis, c-MYC or MYC) (collectively OSKM) is revolutionary, but very inefficient, slow, and stochastic. It is unknown as to what underlies the potency aspect of the multi-step, multi-pathway, and inefficient iPSC reprogramming. Mesenchymal-to-epithelial (MET) transition is known as the earliest pathway reprogrammed. Using the recently established concepts of reprogramome and reprogramming legitimacy, the author first demonstrated that ribosome biogenesis (RB) is globally enriched in terms of human embryonic stem cells in comparison with fibroblasts, the popular starting cells of pluripotency reprogramming. It is then shown that the RB network was reprogrammed quickly in a coordinated fashion. Human iPSCs also demonstrated a more robust ribosome biogenesis. The quick and global reprogramming of ribosome biogenesis was also observed in an independent fibroblast line from a different donor. This study additionally demonstrated that MET did not initiate substantially at the time of proper RB reprogramming. This quick, coordinated and authentic RB reprogramming to the more robust pluripotent state by the OSKM reprogramming factors dramatically contrasts the overall low efficiency and long latency of iPSC reprogramming, and aligns well with the potency aspect of the inefficient OSKM reprogramming.

## 1. Introduction

Human pluripotent stem cells (PSCs) can be induced by ectopic expression of four factors, OCT4, SOX2, KLF4, and MYC (collectively OSKM) in somatic cells, most commonly fibroblasts [1,2,3]. Induction of PSCs (iPSCs) from human fibroblasts is still very inefficient, slow, and stochastic [4,5,6,7]. Our understanding about the molecular events underlying the mixed outcomes of iPSC generation is very rudimentary. Much research has been conducted to understand the molecular mechanisms of OSKM reprogramming, but is compromised by low efficiency [8]. Transcriptional and chromatin-binding data were collected from reprogramming cells, intermediate partially reprogrammed cell lines, and the established iPSC lines [9,10,11,12]. These analyses implicitly treated all these transcriptional and binding data as positive responses, partly because scientists were so amazed by this revolutionary technology and apparently ignored the fact that 99% of the data represent the cells that do not go in the direction of pluripotency. Their purified partially reprogrammed cells were also heterogenous with limited potentials to be further reprogrammed [10].

To attenuate the issues of reprogramming noises in dissecting the molecular underpinnings and limitations of OSKM reprogramming, the author recently proposed a new concept of reprogramome [13]. Reprogramome is the complete set of genes to be reprogrammed. Reprogramome includes upreprogramome and downreprogramome. Upreprogramome is the full subset of genes that should be upregulated to the levels found in PSCs, and downreprogramome is the subset of genes that should be downregulated to the levels found in PSCs. The concept of reprogramome provides a foundation for evaluation of the reprogramming legitimacy of transcriptional responses of a gene to the OSKM factors [8]. On the basis of the concept of reprogramome and reprogramming legitimacy of transcriptional response of a gene to the reprogramming factors, the author identified a pattern of transcriptional responses to OSKM reprogramming, i.e., the PIANO responses, standing for Proper, Insufficient, Aberrant, and NO reprogramming at the initial stages of reprogramming [8]. The PIANO responses to reprogramming include positive, negative, and refractory reprogramming. This mixed outcomes effectively explain the robustness as well as the limitations of OSKM reprogramming. The concepts of reprogramome and reprogramming legitimacy provide a more logical avenue to dissecting the reprogramming.

The mammalian ribosome is a complex supramolecular assembly of 4 major ribosomal ribonucleic acids (rRNA) and 80 ribosomal proteins (RP) as a protein translation machinery essential for every cell [14]. The mature functional ribosome contains two subunits, 40S small subunit (SSU) and 60S large subunit (LSU). SSU comprises the mature 18S rRNA and 33 RPs, while the LSU consists of 5S, 5.8S, and 28S rRNAs associated with 47 RPs. Ribosome biogenesis (RB) represents the most active and energy-consuming cellular process. In each second there are an estimated 40 ribosomes produced in a growing yeast cell [15], and 125 ribosomes generated in a growing HeLa cell [16]. In yeast, 65–70% of global transcription and 30% of the global translation are dedicated to RB [17]. RB is also extremely complex but highly coordinated involving syntheses of rRNA and RP-coding mRNA by all the three polymerases (Pol I, Pol II, and Pol III), extensive rRNA processing and modifications, ribosome subunit assembly with the support of ribosome biogenesis factors (RBF), exporting of the pre-40S and pre-60S subunits into the cytoplasm, maturation of the ribosome subunits, and assembly of the functional mature 80S ribosomes in the cytoplasm. The mammalian polycistronic 13-kb 47S pre-rRNA is transcribed from the repetitive ribosomal DNA (rDNA) arrays in nucleoli by Pol I [18]. The resulting 47S rRNA transcript is processed extensively but through highly ordered multiple steps by the endonucleases and exonucleases in nucleoli and nucleoplasm, as well as in cytoplasm to remove the external transcribed spacers and internal transcribed spacers, eventually generating the mature 18S, 5.8S, and 28S species [19]. At the same time, 5S rRNA is transcribed in the nucleoplasm by Pol III. One critical RB process is the extensive modifications of rRNAs including ribose methylation, pseudouridylation, and base methylation guided by small nucleolar ribonucleoproteins (snoRNP) [20]. More than 200 sites in rRNAs, most of them being in the coding regions, are covalently modified. Genes for RPs and RBFs are transcribed by Pol II in the nucleoplasm, and translated by ribosome itself in cytoplasm, and then imported back into the nucleus for assembling of the ribosome subunits. The rRNA and RPs then assemble in multiple-step processes with the support of RBFs. The assembled export-competent LSU and SSU are then exported actively by the nuclear pore complex into the cytoplasm to further mature and assemble the functional 80S ribosomes. The highly complex and tightly regulated process of RB is well studied in budding yeast, but is much less clear in human cells [21].

Once considered as a ubiquitous and house-keeping pathway, RB has through accumulating evidence been indicated as playing tissue- and cell type-specific roles. Defects in RB results in cancers [14] and various other diseases, generally known as ribosomopathies such as Diamond–Blackfan anemia, Schwachman–Diamond syndrome, and others. Defects in the ubiquitous and essential RB pathways should affect all tissues and cell types, but the paradox is that the ribosomopathies are very tissue-specific [22]. It is now clear that RB varies among cell types and that the concentration of ribosomes ranges from 1 to 10 million per cell. Some genes of RB are shown to be critical in regulation of pluripotency and reprogramming [23,24,25,26]. The global expression landscapes of RB-related genes in stem cells remains poorly documented [27]. It is not clear whether there is a difference in ribosome biogenesis between the starting fibroblasts and the end product, iPSCs. If there is indeed a difference, how efficient are the Yamanaka factors in reprogramming the RB pathways into the pluripotent state from the somatic state?

A well-studied natural reprogramming process observed in embryogenesis, tissue repair, and disease development is the epithelial-to-mesenchymal transition (EMT) [28,29]. EMT is the process wherein epithelial cells undergo morphogenetic changes from the laterally adjoined cells with an apico-basal polarity towards more isolated motile mesenchymal cells with a front-end/back-end polarity. EMT occurs many times during various stages of embryogenesis for tissue development and organogenesis, as well as wound healing, fibrosis, and cancer progression. The motile mesenchymal cells then move to new locations. In the new environments, mesenchymal cells may undergo a reverse process called mesenchymal-to-epithelial transition (MET), and the resulting secondary epithelial cells then form new tissues or organs, repair the wounds, develop fibrosis, or develop cancers in new nodules. It is now well established that fibroblast reprogramming towards iPSCs also undergoes an MET process [9,30,31,32]. MET in iPSC generation is an essential early step. It is not known whether any other reprogramming of cellular features precedes MET during iPSC generation.

This report shows that RB was more robust in human PSCs (hPSCs) than in the starting fibroblasts of iPSC reprogramming. Using RNA sequencing (RNA-seq) and the concept of reprogramming legitimacy, this study then demonstrated that RB pathways were properly reprogrammed to the pluripotent state in a highly coordinated manner as early as 48 h post-transduction of OSKM in human fibroblasts. On the basis of the same set of data, it is clear that MET barely initiated at the same time points, and reprogramming of the RB network is a very early event at least 2 days before MET substantially initiates. Additional analyses with four independent iPSC lines and fibroblasts from a different donor led to the same conclusions about the pluripotent ribosome biogenesis and its reprogramming by the OSKM reprogramming factors. The findings here provide additional molecular insights about the robustness of the OSKM reprogramming factors being able to convert a small portion of the transduced fibroblasts into the pluripotent state.

## 2. Results

### 2.1. More Robust Ribosome Biogenesis (RB) in hESCs than in the Reprogramming Starting Fibroblasts

The author recently reported that ribosome biogenesis (Gene Ontology (GO) #0042254) is among the list of the top GO terms for the genes that have already been properly upreprogrammed to the pluripotent state within 48 h post-transduction of the Yamanaka reprogramming factors. This interesting finding prompted the author to ask the question of whether there is any difference in RB between PSCs and fibroblasts, the latter of which is the widely used starting cell type for iPSC generation. Is RB more robust in hPSCs than in fibroblasts in general? To answer this, the current study first extracted RNA-seq data for the subset of the 298 human genes involved in RB (Supplementary Table S1) and compared their transcription levels between human embryonic stem cells (hESCs) and fibroblasts. Indeed, the overall expression levels for the RB gene set were higher in hPSCs than in fibroblasts (Figure 1A). Further analyses indicated that 114 of those genes are expressed at least 2× higher (q < 0.01, hESC = 3, fibroblasts = 4) in hESCs than in fibroblasts (Supplementary Figure S1, Supplementary Table S2), while 96 genes were similarly expressed in both cell types (Supplementary Figure S2, Supplementary Table S3). Markedly, only 11 genes were enriched in fibroblasts on the basis of the same stringency (Supplementary Figure S3, Supplementary Table S4). The enrichment of these genes in fibroblasts may not represent strength of ribosome biogenesis in fibroblasts, and possibly represents negative regulation of ribosome biogenesis or roles in other cellular processes (see the Discussion section).

Considering the biased enrichment for RB genes in hESCs, this study applied less stringent criteria to further compare the expression profiles. It was found that additional 56 genes were expressed at least 1.5-fold higher in hESCs (q < 0.05) (right in Figure 1B), which brought the total number of the hESC-enriched genes to 170 (Figure 1B,C, Supplementary Table S5). The author recently proposed a mathematical model to calculate the transcriptional differences for a subset of genes involved in a specific cellular feature/process [13]. Using the formula, it was estimated that the hESC enrichment of ribosome biogenesis was 188.6 log2 fold changes (LFCs) when only the 114 genes were considered, while the fibroblast enrichment was 22 LFCs only (Figure 1D). Therefore, there is a great net RB enrichment in hESCs. The enrichment should be much greater considering that an additional 56 RB genes were also significantly enriched in hESCs, albeit at lower degrees, and that the significant downregulation of the 11 fibroblast-enriched genes in hESCs may also constitute the robustness of ribosome biogenesis in hPSCs as the hPSC-enriched genes do (see the Discussion section).

Of note, seven of the RB genes were not expressed in both cell types using our criteria (*PIH1D2*, *RPLP0P6*, *RPL3L*, *METTL15P1*, *RPS10P5*, *RPL10L*, and *VCX*). It is not surprising in that *RPLP0P6*, *METTL15P1*, and *RPS10P5* are all pseudogenes that are duplicated by retrotransiposition and may become dead genes [33]; RPL3L is a tissue-specific gene with an uncertain functional role in ribosome biogenesis [34]. As a homolog of the ribosomal protein L10 (RPL10), *RPL10L* (ribosomal protein L10 like) is an intronless gene, a hallmark of pseudogene [33,35], and it is expressed in testis only [36]. The nucleolus protein VCX is expressed exclusively in male germ cells only [37]. PIH1D2 may has been wrongly annotated as a ribosome biogenesis GO because of a very similar name with PIH1D1 [38]. Human PIH1D1 and PIH1D2 share very low sequence identity (21%). Only PIH1D1, but not PIH1D2, is a component of the R2TP complex, which has a role in box C/D snoRNP biogenesis [38]. The negative results about these silenced “ribosomal” genes unexpectedly further indicate that our RNA-seq data are very informative and accurate, being able to distinguish those uncertain “ribosomal genes” in our samples. Therefore, in terms of the two cell types in question here, there are only 291 RB genes in query. Another indication for the sensitivity and accuracy of our RNA-seq data is that our data identified that some of the 11 fibroblast-enriched genes were reported to be negative regulators of ribosome biogenesis (see the Discussion section).

In summary, the majority of RB genes were enriched in hPSCs (58.4%), with 33.3% of them being expressed in both cell types at similar levels, but only 3.8% of these genes were found to be enriched in the reprogramming starting fibroblasts that may include some negative regulators of ribosome biogenesis (see the Discussion section). These data indicate that hPSCs have a more robust ribosome biogenesis system.

### 2.2. Ribosome Biogenesis Was Properly Reprogrammed within 48 Hours

The above analyses indicate that there are significant differences in the RB transcription profiles between human fibroblasts and hPSCs, and Yamanaka factors should reprogram the fibroblast RB transcriptional program to that of hPSCs. Since previous research showed that “ribosome biogenesis” (GO #0042254) was among the top GO terms for the gene set that were properly reprogrammed within 48 h [8], the current research further enquired into the degree of reprogramming for the entire RB system. Clustering analyses with the 114 strictly PSC-enriched RB genes showed that this set of genes clustered with hESCs and was no longer similar to the starting fibroblasts upon OSKM reprogramming (individual clustering and heat map not shown). This was true for both time points (48 and 72 h) of OSKM induction. The analyses were then extended to the larger gene set of the 170 PSC-enriched genes at the less stringent 1.5-fold levels. This more complete set of the PSC-enriched genes was again reprogrammed to the levels of pluripotency within 48 h and became dissimilar to the starting fibroblasts (Figure 2A).

After being shown that the PSC-enriched gene set was reprogrammed to the pluripotent state, this study examined the fibroblast-enriched gene set. In contrast, this set of genes as a group remained not reprogrammed since the reprogramming cells at both time points still clustered with the starting fibroblasts and the green fluorescent protein (GFP) controls (Figure 2B). A scrutiny with this small group of genes, however, revealed that two of them were in fact successfully reprogrammed (*PTEN* and *GTF2H5*) (Supplementary Table S6). Finally, the entire set of genes in the ribosome biogenesis was examined to find out whether failure of reprogramming for the fibroblast-enriched gene set make the entire set of ribosome biogenesis genes more dissimilar from the pluripotent RB program. Interestingly, the entire set of 298 RB genes still clustered with the pluripotent state for both time points (Figure 2C). In summary, the PSC-enriched state of the RB transcriptional program has been established, although the minor fibroblast-enriched feature has not yet been erased for 9 of the 11 fibroblast-enriched RB genes.

### 2.3. Accurate Reprogramming of the Ribosome Biogenesis

The above clustering analyses were based on the overall expression profiles for the RB sub-reprogramomes. It is not clear whether each individual RB gene was properly reprogrammed. The RNA-seq dataset for the entire upreprogramome of the 170 hPSC-enriched genes was then examined for the reprogramming status (Supplementary Table S7). Previous report indicated that there is insufficient reprogramming for some genes [8]. Using stringent criteria (differences between the reprogramming cells and endpoint PSCs become >1.5×, upregulation by at least 1.5×, *p* < 0.05), there were only eight genes that were insufficiently upreprogrammed (Supplementary Figure S4, Supplementary Table S8). However, if less stringent criteria were used (the differences between reprogramming cells and the PSCs were still >2×, upregulation by at least 2×, *p* < 0.01), only one gene was insufficiently reprogrammed (*CDH7*), for which the expression in the reprogramming cells was still 13.3× lower than that in hPSCs. Nevertheless, the group of these eight genes became clustered with the hESC upon OSKM induction (Figure S4A), indicating near-complete reprogramming as a group, albeit with some deficit.

The previous research also indicates that some genes did not respond to OSKM induction at the early stages ^8^. A scrutiny of the 170 PSC-enriched RB genes showed that 29 of these RB genes did not respond to OSKM induction (fold changes caused by OSKM was <1.5×; Supplementary Figure S5, Supplementary Table S9). The above results indicate that the majority of these 170 PSC-enriched RB genes were properly reprogrammed, but a small set of these genes were resistant to OSKM reprogramming.

The previous report indicates that Yamanaka factors resulted in six types of aberrant reprogramming at the early stages of reprogramming including wrong up- and down-reprogramming, unwanted up- and downreprogramming, and over up- and down-reprogramming [8]. It is necessary to investigate whether any RB gene is aberrantly reprogrammed, which may be masked by the overall proper reprogramming. With reference to the above analyses, it is clear that there was one gene that underwent wrong upreprogramming for the fibroblast-enriched RB genes (*PWP2*), but there was no over-downreprogramming. The 170 hPSC-enriched genes were then examined. Of note, not a single gene of the 170 ESC-enriched RB genes was significantly downregulated by OSKM. The greatest downwards fold change was only 1.2× (Supplementary Table S7). Lack of downregulation for the RB upreprogramome indicates that the directionality of reprogramming is very accurate, and there is no wrong downreprogramming for this group of genes. Only one gene (*WDR3*) was upregulated to the level that is at least twofold higher than that in the endpoint cells, hPSC (2.1 times), but it was not statistically significant (Supplementary Table S7), indicating that the over upreprogramming of this single gene (*WDR3*) was marginal.

Two other types of aberrant reprogramming are unwanted down- and upreprogramming for the genes that should not be reprogrammed at all [8]. To find out whether there are these two types of aberrant reprogramming or not, this study examined the data for the 96 shared RB genes. Surprisingly, as seen with the RB sub-upreprogramome of 170 genes, not a single gene in the 96 shared RB genes was downregulated by twofold, and only two genes (*ZFN658* and *YBEY*) were downregulated to the levels wherein their expression levels become twofold lower than that in the hESCs (−2.7 and −2.2×, respectively), but none of them were significant at the q < 0.01 level. Therefore, there was no unwanted downreprogramming among these 96 common RB genes. Only six genes were upregulated to the levels so that the expressions in the reprogramming cells become at least twofold higher than that in the hESCs. However, only two of them (*URB1* and *TFB2M*) were induced by more than twofold when compared to both of the GFP and naïve fibroblast controls, which were statistically significant at the level of 0.05 but not at 0.01. The expression levels of these two genes were only 2× (*TFB2M*) and 2.6× (*URB1*) higher than that in hESCs. Overall, these 96 common RB genes remain unchanged upon OSKM induction, which is in stark contrast to the responses of the 170 hPSC-enriched RB genes to OSKM induction (Supplementary Figure S6, Supplementary Table S10).

In summary, OSKM tended to upregulate the genes of the ribosome biogenesis pathways, even for the four genes that were aberrantly reprogrammed at the marginal levels. OSKM properly upreprogrammed the majority of the 170 hESC-enriched RB genes within 48 h, with only 29 genes irresponsive at the early stages of reprogramming, and at the same time did not affect the expression statuses of the 96 shared RB genes. In conclusion, these results indicate highly accurate and authentic reprogramming of ribosome biogenesis pathways by OSKM, in stark contrast to the overall iPSC reprogramming, which is inefficient, slow, and stochastic.

### 2.4. Mesenchymal-to-Epithelial (MET) Transition Was not Achieved at the Time of Proper RB Reprogramming

The above data indicate that the pluripotency state of ribosome biogenesis was generally reprogrammed within 48 h post OSKM transduction. It is well known that MET is also an early event in iPSC reprogramming [9,31,32]. The findings above prompted an examination of MET status at the same time points using the same dataset. Mesenchymal transcriptional program is generally regulated by the following six transcriptional factors (TF): ZEB1, ZEB2, SNAI1, SNAI2, TWIST1, and TWIST2. As expected, *ZEB1*, *ZEB2*, *SNAI2*, *TWIST1*, and *TWIST2* were found to be expressed in fibroblasts at high levels, but silenced in hESCs (Figure 3A and Figure S7, Supplementary Table S11). *SNAI1*, however, was found to be expressed in both cell types at similar levels. The common *SNAI1* remained unchanged after OSKM induction (Figure 3A and Figure S7, Supplementary Table S11). A successful MET requires the silence of the fibroblast-specific mesenchymal TFs. Although the five fibroblast mesenchymal TFs were downregulated by 1.3- to 6.1-fold (compare orange and blue bars in Figure 3D), these downregulations were insignificant in terms of the target expression levels because their expressions were still 14.1- to 170-fold higher than the target expression levels (orange bars in Figure 3D, Supplementary Table S11). Because these five TFs are considered not expressed in hESCs, this study also calculated fold differences above the expression threshold, which still ranged from 11.8× to 57.4× (grey bars, Figure 3D, Supplementary Table S11), indicating that these genes were still robustly expressed in the reprogramming cells. As a result, the reprogramming cells in terms of the expressions of the mesenchymal TFs remained clustered with the starting cells of reprogramming (Figure 3B and Figure S7).

On the other hand, another sign of MET is the activation of the e-cadherin gene cadherin 1 (*CDH1)*. Although *CDH1* is upregulated by 2.7-fold, it was still considered inactive because its expression level was still under the expression threshold (21.8 vs. 50 DESeq2 normalized read counts; Supplementary Table S11, Figure 3A and Figure S7).

In summary, the MET process at most only initiated at the time proper RB reprogramming was achieved because the five fibroblast-specific mesenchymal TFs remained expressed at high levels (Figure 3A–C, and Figure S7) and the epithelial marker e-cadherin gene *CDH1* remained inactive (Figure 3A and Figure S7).

### 2.5. Defining the Sub-Reprogramomes of MET for Human Fibroblast Reprogramming to Pluripotency

The above analyses with the seven key MET/EMT factors indicated that MET merely initiated and these genes remained unreprogrammed at the time of proper RB reprogramming. An important question is: what is the reprogramming status for the remaining EMT/MET genes? To answer this, the following fundamental question must first be answered: what is the EMT/MET molecular profiles in terms of cell fate conversion from fibroblasts to hPSCs? The recent tallying indicates that as many as 1184 genes are involved in the EMT/MET processes [39]. EMT and its reverse process MET occur during different stages of development for organogenesis (type I), wound healing and fibrosis (type II), and cancer progression (type III) [40]. Now, it is known that MET is also an essential and early step for pluripotency reprogramming from fibroblasts [30]. The molecular profiles for EMT/MET are very different and are context-dependent [41].

To evaluate the legitimacy of the transcriptional responses of the MET/EMT genes, this study first defined the MET subreprogramome. Of the documented EMT/MET genes, 300 were fibroblast-enriched (Supplementary Table S12, Figure S8) (see the Materials and Methods section for criteria), and 213 were hPSC-enriched (Supplementary Table S13, Figure S9). Of the 300 fibroblast-enriched genes, 64 were expressed in fibroblasts only (Figure S10), while 208 were expressed in both cell types (Figure 4A,C, and Figure S11). Of the 213 hESC-enriched genes, 67 were expressed exclusively in hESCs (Figure 4A,D, and Figure S12), while 135 were expressed in both cell types (Figure S13). The expression levels were similar in both cell types for 613 genes (Figure 4A,B, Supplementary Table S14), of which 304 genes were not expressed in both cell types while 276 were expressed in both cell types (Figure 4B).

On the basis of the above classification, the MET upreprogramome includes 213 genes, while the downreprogramome contains 300 genes, with the two combined constituting the entire MET reprogramome of 513 genes. Within the MET upreprogramome, there is an activatome of 67 genes, and within the MET downreprogramome, there is an erasome of 64 genes. The author also recently developed a mathematical model to quantitate reprogramming. Using this formula, this study estimated that the amount of upreprogramming for MET is 836.9 log2 fold changes (LFC), while the amount of downreprogramming of MET is 1160.6 LFC (Figure 4E). This quantification indicates that, in iPSC generation, erasure of the fibroblast EMT/MET features is more predominant than establishing the pluripotency EMT/MET signature.

### 2.6. None of the Sub-Reprogramome of the MET Gene Set Was Reprogrammed at the Time of Proper Reprogramming of Ribosome Biogenesis

Although the six signature MET genes were not reprogrammed as required at the time of proper RB reprogramming, it is not clear if the MET reprogramome or any of the MET subreprogramomes defined above were properly reprogrammed at the two time points. In contrast to ribosome biogenesis, the MET reprogramome of 513 genes remained clustered, with the starting fibroblasts and the control fibroblasts transduced with GFP viruses at both time points (48 and 72 h) (Figure 5A). The same was true for all the MET subreprogramomes, including upreprogramome, downreprogramome, activatome, and erasome (Figure 5B–E, respectively, Figure S14). All of these subsets remained clustered with the starting fibroblasts and GFP-transduced fibroblasts but not with the hESCs at both time points of reprogramming, indicating that none of these subsets were reprogrammed.

### 2.7. PIANO Responses of the MET/EMT Genes to the Yamanaka Factors at the Time of Proper RB Reprogramming

The MET/EMT genes were further tested for the PIANO responses to reprogramming factors reported before [8]. All types of PIANO responses existed for the MET/EMT genes but the “no response” category dominated (Figure 6 and Figure S15). A total of 104 fibroblast-enriched MET genes were resistant to OSKM reprogramming (Figure 6C and Figure S15A), and 99 hESC-enriched MET genes were irresponsive to OSKM reprogramming (Figure 6D and Figure S15B). Insufficient reprogramming was the second largest group. A total of 56 fibroblast-enriched MET genes were significantly downregulated by at least twofold, but insufficiently downreprogrammed with a deficit of at least twofold (Figure 6A and Figure S15C). Although there were significant dowreprogramming for these 56 fibroblast-enriched genes, this group still clustered with the starting fibroblasts and was dissimilar to hPSCs. At the same time, 11 hPSC-enriched genes were significantly upregulated by at least twofold but were insufficiently upreprogrammed, and this group became more similar to hESCs (Figure 6B and Figure S15D). Five common MET genes underwent unwanted downreprogramming (Figure 6E and Figure S15G), while 11 common MET genes were upregulated by at least twofold when they should not have been (unwanted upreprogramming) (Figure 6F and Figure S15H). Two MET genes were wrongly downregulated by at least twofold where they should have been upreprogrammed by at least twofold (Figure 6G and Figure S15J), while five MET genes were wrongly upregulated by at least twofold where they should have been downreprogrammed by at least twofold (Figure 6H and Figure S15I). A total of 22 fibroblast-enriched MET genes were properly downreprogrammed to the levels found in hPSCs (Figure 6I and Figure S15E), and 17 hESC-enriched genes were properly upreprogrammed to pluripotency levels (Figure 6J and Figure S15F). There were three over-upreprogrammed and two over-downreprogrammed genes (data not shown).

In summary, predominant genes of the MET reprogramome did not respond to OSKM reprogramming, and severe under reprogramming for the fibroblast-enriched MET genes was observed. Nevertheless, a small portion of MET genes were properly reprogrammed while all six types of aberrant reprogramming were observed. This mixed outcome for MET reprogramming agrees with the conclusion that MET reprogramming initiates but is not achieved at the time of proper RB reprogramming.

### 2.8. Additional Epithelial Signatures Were Not Reprogrammed at the Time of Proper Reprogramming of Ribosome Biogenesis

Only one epithelial marker e-cadherin gene (*CDH1*) was individually examined for its reprogramming status at the early stages thus far, and the author finally examined the reprogramming statuses of additional annotated epithelial genes among the 67 MET/EMT genes unique to hPSCs. As expected, GO analyses indicated that as many as 31 GO terms with the key words of “epithelial” or “epithelium” were overrepresented by these 67 hESC-specific genes (Figure S16). A total of 28 out of the 67 hESC-specific genes were associated with these 31 epithelial GO terms (Figure S16). Although six genes were associated with the GO terms of “regulation of epithelial to mesenchymal transition”, “regulation of epithelial to mesenchymal transition”, and “mesenchymal cell proliferation”, all of these were associated with other epithelial GO terms except for T-Lymphoma Invasion And Metastasis-Inducing Protein 1 (*TIAM1)*. The literature indicates that TIAM1 promotes the formation of adheren junction and induces epithelial phenotyps [42]. In fact, it is known that some genes play roles both in MET and EMT, for example, the Wilms tumor transcriptional factor WT1 [30]. Like the seven key MET/EMT genes and the MET subreprogramomes, these 28 hESC-specific epithelial genes were not reprogrammed individually nor as a group except for *SOX2*, *F11R*, *TGFA*, and *BMP6* (Figure 7 and Figure S17). It is well known that *SOX2* is not activated at this time point. The high expression level of *SOX2* is from the transgenes. *TGFA* and *BMP6* were properly reprogrammed, but *F11R* was insufficiently upreprogrammed although upregulated significantly. In summary, the 28 hESC-specific genes annotated as the epithelial terms were not reprogrammed, except for two of them at the time of proper reprogramming of ribosome biogenesis.

### 2.9. More Robust Ribosome Biogenesis was Observed in iPSCs

The author also investigated whether human iPSCs displayed more robust ribosome biogenesis. RNA-seq data for four lines of the verified iPSCs [4,5] were compared with that of human fibroblasts. Out of the listed 298 RB genes, 176 were expressed significantly higher in iPSCs than in fibroblasts (q < 0.05, >1.3×) (Figure 8A, Supplementary Table S15). Among the 176 iPSC-enriched RBs, 107 were enriched by at least twofold at the more stringent level (q < 0.01) (not separately visualized). Of note, 159 of these iPSC-enriched RB genes were among the 170 RB genes enriched in human ESCs cells. In contrast, only 17 RB genes were expressed significantly higher in fibroblasts than in iPSCs (>1.3×, q < 0.05). When stringent sorting criteria were used (q < 0.01, FC > 2×), only 10 genes were expressed significantly higher in fibroblasts (Figure 8B). In agreement with the ESC data, these 10 iPSC-low RB genes were among the 11 fibroblast-enriched RB genes when compared to ESCs (Figure 8B). Calculation of enrichment for the RB pathway [13] indicated a predominant RB enrichment in iPSCs (Figure 8C). These data indicate that the more robust ribosome biogenesis is a conserved feature between iPSCs and ESCs. We also found the same seven RB genes were not expressed in iPSCs (*PIH1D2*, *RPLP0P6*, *RPL3L*, *METTL15P1*, *RPS10P5*, *RPL10L*, and *VCX*). Some differences between iPSCs and ESCs may represent some minor incomplete or aberrant reprogramming in our iPSC samples, although these lines were tested to be pluripotent [4,5].

### 2.10. Robust Ribosome Biogenesis Remained a Pluripotent Feature When Compared to an Independent Human Fibroblast Line

The author also examined whether the more robust ribosome biogenesis can be observed when compared to fibroblasts from a different individual. Indeed, compared with data from another human fibroblast line (ATCC cell line CCD-1079Sk, CCD fibroblast hereafter), 156 RB genes were significantly enriched in ESCs (>1.3×, q < 0.05, CCD = 4, ESC = 4) (Supplementary Table S16, Figure 9A). 

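The ESC and CCD libraries came from DNA nanoball sequencing (DNB-seq), in which circularized cDNA is copied into nanoballs and read on a patterned chip. Poly(A)-selected RNA was converted to cDNA with random primers and read as paired-end 100 bp fragments. The 4 ESC libraries were hESH1 and H1P43 from the embryonic stem cell line H1 and hESH9 and H9P69 from line H9. Libraries of the same line correlated at r = 0.975 and 0.979 over log2 normalized counts, against 0.953 to 0.962 across lines. The tests had no term for the line, so they count libraries of the same line as independent. The 4 CCD libraries were untreated fibroblasts, 2 collected at 48 h and 2 at 72 h after seeding. The paper calls the members of each group biological replicates, whereas the sample labels call the fibroblast libraries technical repeats, so the p-values against CCD may measure technical spread only. The deposited values are read counts per gene that the authors had divided by a size factor for each library. The submitters' processing notes name STAR 2.7.1a, HTSeq, DESeq2 and build hg38, and the paper's methods name Trim_Galore 0.4.5 and Salmon with Gencode release 29. The notes and the methods thus name different tools for counting. Each library's values were multiples of 1 step, and division by this step gave whole numbers for 100% of them within a tolerance of 0.01. On these recovered reads, the ESC libraries held 42.9 to 50.7 M reads (median 47.6) and the CCD libraries 52.0 to 53.9 M (median 52.9). The paper reports at least 28.1 M and on average 40.1 M reads for its RNA-seq as a whole. The values here use the counts in the deposited table, which averaged 50.2 M over its 19 libraries. Levels are given as normalized counts. Differences were tested with limma on log2(normalized count + 1), a scale that understates the change of genes with low counts, for the 19624 genes with a normalized count of at least 10 in at least 3 libraries. Over all these genes the median log2 fold change between ESCs and CCD was 0.24, against 0.075 after TMM rescaling and 0.32 with every library set to the same total. The paper's Table S1 of RB genes was not used here. In its place, RB genes in 9 groups were listed from general knowledge of the annotation term before the data were examined, and 372 of them passed the filter on counts. Mitochondrially encoded genes took 20.5% of the counts in hESH1 and 23.3% in hESH9, against 9.00% in H1P43, 11.2% in H9P69 and 6.23% to 6.78% in CCD.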

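RB genes were for the most part expressed at higher levels in ESCs than in CCD fibroblasts. Of the 372 RB genes tested, 225 were higher in ESCs by over 1.3-fold at an adjusted p under 0.05 from limma (226 when adjusted over the list alone), and 119 passed the test in neither direction. The median log2 fold change of the RB genes was 0.54. Of all 19624 genes tested, 13889 passed in either direction, 56.6% of them higher in ESCs, against 88.9% of the RB genes that passed. The shares of the export factors and of the mitochondrial ribosome factors called higher, given below, were under that of all genes. Among the proteins of the snoRNPs, which guide rRNA modification, 17 of 19 were higher in ESCs. FBL, the methyltransferase of the box C/D snoRNPs, stood at 14807 ± 1064 normalized counts (SD, n = 4) in ESCs and 4659 ± 1338 (SD, n = 4) in CCD, a log2 fold change of 1.71 (standard error 0.19, adjusted p = 1.73e-05 from limma). This gene lies on chromosome 19 from 39834458 to 39846379 of hg38. NOP56, another core protein of these particles, had a log2 fold change of 1.60 (adjusted p = 1.4e-06). Of the 24 genes of RNA polymerase I transcription, 18 were higher. They included UBTF, which binds the rDNA promoter, with a log2 fold change of 1.75 (adjusted p = 2.9e-05), and NOLC1, a nucleolar chaperone of snoRNPs, which stood at 3822 ± 319.8 (SD, n = 4) in CCD and 13402 ± 1921 (SD, n = 4) in ESCs. NCL, the abundant nucleolar protein nucleolin, differed by 1.22 (adjusted p = 6.91e-06). Higher expression in ESCs was found for 40 of 67 factors of the small subunit processome, such as RRP1B (1.71, adjusted p = 1.5e-06) and NOC4L (1.59, adjusted p = 0.00011). It was also found for 48 of 76 factors of the nuclear pre-60S particles, such as PELP1 (1.74, adjusted p = 5.99e-06) and the AAA-ATPase MDN1 (1.67, adjusted p = 1.64e-05). Among 27 genes of the RNA exosome, RNase MRP and other nucleases, 16 were higher. EXOSC5, a core subunit of the exosome, differed by 2.09 (adjusted p = 1.46e-06) and RPP25, a subunit of RNase P and RNase MRP, by 4.32 (adjusted p = 3.69e-06). Smaller shares were higher among the factors of export and cytoplasmic maturation (5 of 15, among them the GTPase RAN at 1.39, adjusted p = 2.58e-06), the mitochondrial ribosome factors (10 of 27, among them MPV17L2 at 1.79, adjusted p = 1.07e-05) and other annotated genes (19 of 37). The last group held the largest difference of all RB genes, in the chromatin remodeler CHD7, at 9293 ± 1394 (SD, n = 4) in ESCs and 34.9 ± 7.34 (SD, n = 4) in CCD. Of 80 cytosolic ribosomal protein genes, 52 were higher, 33 after TMM rescaling and 57 at the same total. RPS2 differed by 1.04 (adjusted p = 0.00114) and RPL36A by 1.40 (adjusted p = 0.00146), whereas RPS18 had a value of -0.051 (adjusted p = 0.764). The counts of each group were the same when adjusted over the list alone, except for 20 other annotated genes. The RB list stood above the other genes by limma's camera test with a preset correlation of 0.01 (adjusted p = 4.85e-05), and the call was lost with an estimated correlation (adjusted p = 0.268 with an estimated correlation). Single groups gave adjusted p of 0.00119 for the snoRNPs, 0.0165 for RNA polymerase I, 0.00105 for each of the subunit processing groups, 0.0359 for the exosome group and 0.000173 for the ribosomal proteins. With an estimated correlation, these became adjusted p of 0.0936, 0.171, 0.533 for the small and 0.171 for the large subunit, 0.341 and 0.533.

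**Figure D1:**
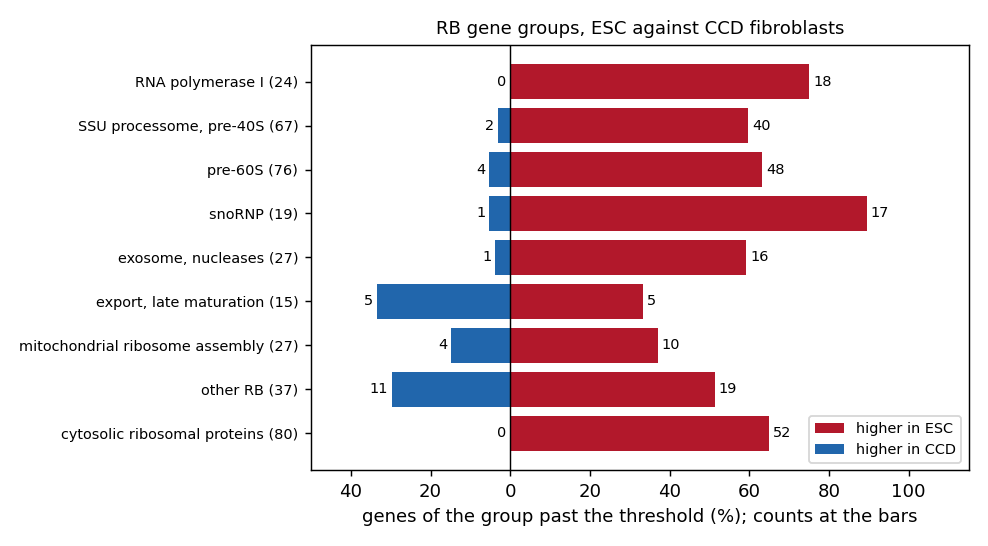
Share of the tested genes of each RB group (horizontal axis, percent; groups on the vertical axis) that were higher in ESCs (red) or in CCD fibroblasts (blue) by over 1.3-fold at an adjusted p under 0.05 from limma, with the number of genes at each bar (n = 4 libraries per group). The red bars are longest for the snoRNP proteins (17 of 19) and RNA polymerase I (18 of 24); for the ribosomal proteins the count of 52 falls to 33 after TMM rescaling.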

Of note, 128 of these RB genes were among the list of 170 pluripotency-enriched RB genes obtained using the first set of RNA-seq data. Again, only 34 RB genes demonstrated significantly higher expression in CCD than in ESCs (>1.3×, q < 0.05). Among these 34 fibroblast-enriched gens, only 11 were enriched by at least twofold (q < 0.01) (Figure 9B). 

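In the other direction, 28 of the RB genes were higher in CCD than in ESCs at the same threshold (28 also when adjusted over the list alone). They came from the groups unevenly. Of the 15 factors of nuclear export and cytoplasmic maturation, 5 were higher in CCD, and of the 37 other annotated genes 11 were. The nuclear pre-60S factors gave 4 of 76, among them ZCCHC4, an rRNA methyltransferase, at a log2 fold change of -0.88 in ESCs against CCD (adjusted p = 0.00426). The mitochondrial ribosome factors gave 4 of 27 (3 when adjusted over the list alone), among them METTL15 (-0.86, adjusted p = 0.0102) and TRMT2B (-0.54, adjusted p = 0.0182). UTP23 (-0.76, adjusted p = 0.00172) and TSR3 (-0.70, adjusted p = 0.00332) were the 2 of 67 small subunit factors. ZNHIT6, an assembly factor of box C/D snoRNPs, was the 1 of 19 snoRNP genes (-0.80, adjusted p = 0.00342). POP1, a subunit of RNase MRP, was the 1 of 27 genes of the exosome group (-0.67, adjusted p = 0.0372). The call of TRMT2B was lost without either CCD library at 72 h (adjusted p = 0.0567 and 0.0629), and that of POP1 without hESH1, H1P43, either CCD library at 48 h or the second at 72 h (adjusted p up to 0.0921). The count of 28 fell to 18 without the second CCD library at 72 h, to 18 without hESH1 and hESH9, and to 16 with the CCD libraries at 48 h only.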

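Differences of over 2-fold at an adjusted p under 0.01 from limma were found for 11 of these genes. KAT2B, a lysine acetyltransferase on chromosome 3 from 20040446 to 20154404 of hg38, had 1230.3 ± 244 normalized counts (SD, n = 4) in CCD and 74.9 ± 27.4 (SD, n = 4) in ESCs. Its log2 fold change was -4.07 (standard error 0.28, adjusted p = 4.59e-07). CUL4B, the scaffold of a ubiquitin ligase on chromosome X from 120505920 to 120604074, stood at 13488 ± 2856 (SD, n = 4) in CCD and 2679.9 ± 505 (SD, n = 4) in ESCs (-2.32, adjusted p = 1.4e-06). SBDS, which helps to release EIF6 from the 60S subunit, had 4480.0 ± 802 (SD, n = 4) in CCD and 1004 ± 112 (SD, n = 4) in ESCs (-2.14, adjusted p = 8.52e-07). The methyltransferase gene BMT2 differed by -1.98 (adjusted p = 8.78e-05) and WDR55 by -1.04 (adjusted p = 8.87e-05). The atypical kinase RIOK3 differed by -1.52 (adjusted p = 7.05e-06), and 1 CCD library stood apart from the other 3, at 2535 normalized counts. GTF2H5, a subunit of TFIIH, differed by -1.35 (adjusted p = 0.000112), with 1 CCD library apart at 1009.9. RPS27L, at -1.39 (adjusted p = 0.000216), is a paralog of RPS27 and may share reads with it. NOL3, which the list used here places among the large subunit factors, differed by -2.90 (standard error 0.59, adjusted p = 0.00122). WDR37 was not among the 372 RB genes tested here. Its level was 1661 ± 77.5 (SD, n = 4) in CCD and 777 ± 126 (SD, n = 4) in ESCs, a log2 fold change of -1.11 (adjusted p = 7.69e-05).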

The remaining 32 all had lower enrichment (<2×). 

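The other 17 RB genes with higher expression in CCD had smaller or less certain differences, and 15 of them differed by less than 2-fold. PELO, a ribosome rescue factor, had the largest of these, with 2363 ± 205 normalized counts (SD, n = 4) in CCD and 1232 ± 225 (SD, n = 4) in ESCs, a log2 fold change of -0.95 (adjusted p = 0.00026 from limma). CUL4A, a paralog of CUL4B, differed by -0.58 (adjusted p = 0.0157), NMD3, the export adaptor of the 60S subunit, by -0.54 (adjusted p = 0.043), and NUDT16 by -0.42 (adjusted p = 0.0185). The helicase DHX29 stood at 3928 ± 289 (SD, n = 4) in CCD and 2856 ± 635 (SD, n = 4) in ESCs, a log2 fold change of -0.48 (adjusted p = 0.0214). URB1, a pre-60S factor, had the smallest change of the 17, -0.40 (standard error 0.14, adjusted p = 0.0251). The call of URB1 was lost without hESH1 (adjusted p = 0.0549) or without the first or the second CCD library at 72 h (adjusted p = 0.0829 and 0.0814), and that of DHX29 without hESH1, hESH9 or either of these CCD libraries (adjusted p up to 0.0597). Past 2-fold, but not past an adjusted p of 0.01, were PIH1D2 (-1.28, adjusted p = 0.0274) and the pseudogene METTL15P1 (-2.60, adjusted p = 0.0203). METTL15P1 had 4.43 ± 6.66 (SD, n = 4) in ESCs and 19.1 ± 12.0 (SD, n = 4) in CCD and may share reads with METTL15. The call of PIH1D2 was lost without H1P43, hESH1 or either CCD library at 72 h (adjusted p up to 0.0851). The count of 17 was 8 without the second CCD library at 72 h, 11 without H1P43 and 11 without hESH1.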

Of note, this small pool of highly enriched fibroblast RB genes was very consistent (10 out 11 are shared by all three comparisons discussed above). Calculation of expression enrichment using the reported model [13] indicated a predominant enrichment of RB in ESCs (Figure 9C).

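The enrichment of each side was summed over the RB genes that passed 1.3-fold and an adjusted p under 0.05 from limma. The log2 fold changes of the genes higher in ESCs came to a sum of 223.0, and those of the genes higher in CCD to a sum of -36.8. On the ESC side, FBLL1, a paralog of FBL, contributed 6.84 at 447 ± 113 normalized counts (SD, n = 4) in ESCs and 6.99 ± 8.72 (SD, n = 4) in CCD. DDX28, a helicase of the mitochondrial ribosome, contributed 1.78 and RIOX1 1.50. On the CCD side, KAT2B, NOL3 and CUL4B were among the largest contributors. The sums grow with the number of genes listed and carry no test of their own. From its own enrichment model (Figure 9C), the paper describes RB as predominantly enriched in ESCs.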

### 2.11. OSKM Quickly Upregulated Ribosome Biogenesis to Pluripotent State in An Independent Human Fibroblast Line

The author next tested whether ribosome biogenesis can be globally reprogrammed to pluripotent state in a fibroblast line from a different donor. RNAs from the reprogramming CCD fibroblasts at 48 and 72 h were sequenced. 

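Reprogramming CCD fibroblasts were transduced with lentiviral OSKM, the factors POU5F1 (OCT4), SOX2, KLF4 and MYC, and their RNA was sequenced by DNB-seq in 4 libraries, 2 at 48 h and 2 at 72 h. POU5F1 rose from 53.0 ± 32.0 normalized counts (SD, n = 4) in CCD to 304000 ± 97630 (SD, n = 4) with OSKM, and stood at 69737 ± 13450 (SD, n = 4) in ESCs. SOX2 rose from 7.97 ± 9.87 to 72536 ± 21860 (SD, n = 4), against 26699 in ESCs. KLF4 rose from 879 to 158230 ± 49980 (SD, n = 4), against 306 in ESCs, and MYC from 4352 to 74599 ± 17960 (SD, n = 4), against 5944 in ESCs. Reads of the transgenes and of the endogenous genes may both count here. The OSKM libraries held 49.1 to 52.1 M recovered reads (median 51.0). They were compared with the 4 untreated CCD libraries, since no library with a control vector was analysed here. Effects of the transduction itself can thus not be told apart from those of the factors. Times of the OSKM libraries count from transduction and those of the untreated libraries from seeding, so the groups are not strictly matched in time. The same limma test covered 18053 genes, with thresholds of 1.3-fold and an adjusted p under 0.01. After the authors' normalization, the totals were 40.0 to 42.7 M in the OSKM libraries and 51.0 to 54.0 M in CCD. All genes together had a median log2 fold change of 0.026, which became 0.37 with every library set to the same total, and the share of higher genes among the genes called moved from 52.2% to 70.9%. At the same total, 297 RB genes were higher and 8 lower. Mitochondrially encoded genes took 5.43% to 6.68% of the counts with OSKM. In 4 of the 7 OSKM libraries of both fibroblast lines, genes of the other line lay over 2 log2 units above their level in the untreated cells of the labelled line.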

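With OSKM, most groups of RB genes rose in CCD fibroblasts. Of 372 RB genes tested, 232 were higher by over 1.3-fold at an adjusted p under 0.01 from limma (235 when adjusted over the list alone), and 129 passed in neither direction. Their median log2 fold change was 0.81. Of all 18053 genes tested, 8925 passed in either direction, 52.2% of them higher, against 95.5% of the RB genes that passed. The largest share was in RNA polymerase I transcription, where 22 of 24 genes rose (23 when adjusted over the list alone). The nucleolar helicase DDX21 rose from 8401 ± 413 normalized counts (SD, n = 4) in CCD to 36504 ± 6313 (SD, n = 4), a log2 fold change of 2.10 (standard error 0.12, adjusted p = 1.45e-06), and NCL by 1.50 (adjusted p = 2.78e-06). Of the small subunit factors, 60 of 67 rose (61 when adjusted over the list alone), with PDCD11 at 1.47 (adjusted p = 2.32e-06), WDR3 at 1.60 (adjusted p = 7.91e-06) and KRR1 at 0.67 (adjusted p = 0.000367). Of the nuclear pre-60S factors, 67 of 76 rose, among them WDR74 (2.26, adjusted p = 6.31e-07) and PES1 (1.78, adjusted p = 8.23e-07). The snoRNP proteins gave 16 of 19, with FBL at 14466 ± 1274 (SD, n = 4; 1.68, adjusted p = 4.9e-05) and NOP56 at 1.57 (adjusted p = 3.52e-06). In the exosome group 20 of 27 genes rose, with EXOSC5 at 2.02 (adjusted p = 1.29e-06) and POP1 at 4736 ± 511 (SD, n = 4; 1.93, adjusted p = 1.97e-06). Increases were found for 9 of 15 factors of export and cytoplasmic maturation, such as PA2G4 (1.41, adjusted p = 9.91e-06), for 15 of 27 mitochondrial ribosome factors (17 when adjusted over the list alone), such as the methyltransferase TFB2M (1.34, adjusted p = 3.01e-05), and for 12 of 37 other annotated genes. Cytosolic ribosomal protein genes stood apart from these groups: 11 of 80 rose (9 when adjusted over the list alone), with a median log2 fold change of 0.13. At the same total 47 rose, with a median of 0.46, and the median of all RB genes moved to 1.14 as well. RPL36 differed by 0.57 (adjusted p = 0.000522), while RPS18 had a value of -0.11 (adjusted p = 0.208). By the camera test the RB list stood above the other genes (adjusted p = 1.51e-16), a call lost with an estimated correlation (adjusted p = 0.252 with an estimated correlation). Adjusted p was 2.16e-09 for RNA polymerase I, 7.36e-18 for the small and 9.05e-18 for the large subunit factors, 2.26e-07 for the snoRNPs and 0.000201 for the mitochondrial factors, and each of these became an adjusted p of 0.252 with an estimated correlation. It was 1.61e-06 for the exosome group and 0.00713 for export and cytoplasmic maturation (adjusted p = 0.329 and 0.377 with an estimated correlation), 0.133 for the ribosomal proteins and 0.458 for the other annotated genes.

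**Figure D2:**
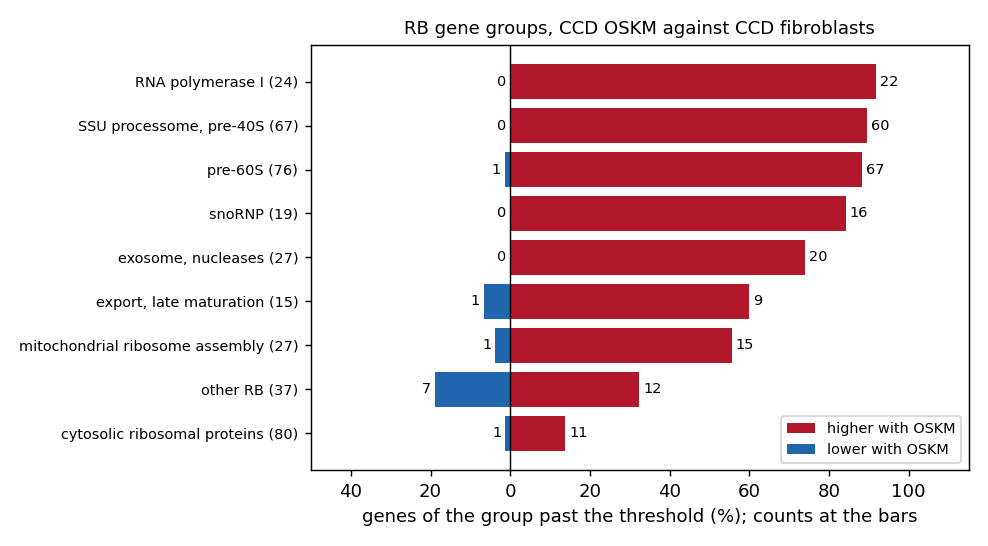
Share of the tested genes of each RB group (horizontal axis, percent; groups on the vertical axis) that were higher (red) or lower (blue) in CCD fibroblasts with OSKM at 48 and 72 h than in untreated CCD, by over 1.3-fold at an adjusted p under 0.01 from limma, with the number of genes at each bar (n = 4 libraries per group). RNA polymerase I (22 of 24) and the small subunit factors (60 of 67) have the longest red bars; the bar of the ribosomal proteins depends on the scaling, with 11 of 80 higher here and 47 at the same total.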

Out of the 289 RB genes, 200 were upregulated by OSKM by at least 1.3-fold (q < 0.01, OSKM = 4, CCD = 4) (Supplementary Table S17, Figure 10A). Among these 200 OSKM-upregulated RB genes, 123 were expressed at higher levels in ESCs by at least 1.3-fold (q < 0.05), and these 123 RB genes became clustered with ESCs and moved away from the parental fibroblasts (Figure 10B). 

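Of the 232 RB genes that rose with OSKM, 153 were also higher in ESCs than in CCD, 7 were higher in CCD, and 72 differed in neither direction. Genes in both sets include LYAR, a nucleolar regulator, at 2049.5 ± 265 normalized counts (SD, n = 4) in ESCs and 5342 ± 691 (SD, n = 4) with OSKM, and the H/ACA snoRNP pseudouridine synthase DKC1, with log2 fold changes of 1.50 in ESCs and 1.39 with OSKM (adjusted p = 1.41e-05 and 2.05e-06 from limma). Of the 153 genes, 68 stood above the ESC level in the OSKM libraries and 13 below it at an adjusted p under 0.05. There were 72 RB genes higher in ESCs that did not pass the thresholds for a rise with OSKM, and 47 of them encode cytosolic ribosomal proteins. These counts hold for the authors' scaling, and more ribosomal protein genes rose at the same total, as given above. Both comparisons use the same CCD libraries. Independent lists of these sizes would share 140.3 genes. With the CCD libraries split between the comparisons, 122 genes were shared (105.8 for independent lists) and in the reverse split 121 (101.0). The log2 fold changes of the RB genes correlated at r = 0.567 across genes, which are not independent replicates, against 0.507 in a simulation with 50 draws of unchanged groups against the same controls. Their covariance was 0.442, against 0.0142 in the simulation, a difference of 0.428. Scaled by gene over all 372 RB genes, the OSKM libraries lay at a mean Euclidean distance of 28.2 from the ESC libraries and 32.8 from CCD, and 4 of 4 joined the ESC branch. Over the 153 genes the distances were 12.1 and 25.3, but these genes were chosen on the same samples. Without the cytosolic ribosomal proteins the distances were 24.0 and 31.4, and 4 of 4 OSKM libraries lay nearer to ESCs than to CCD. ESCs and CCD then lay 26.5 apart. In the tree, which has no test, 0 of the 4 OSKM libraries shared a branch with ESCs apart from CCD. This count does not mean that they joined CCD. Over the ribosomal proteins alone, the OSKM libraries lay nearer to CCD (9.53) than to ESCs (14.8) on the authors' scaling.

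**Figure D3:**
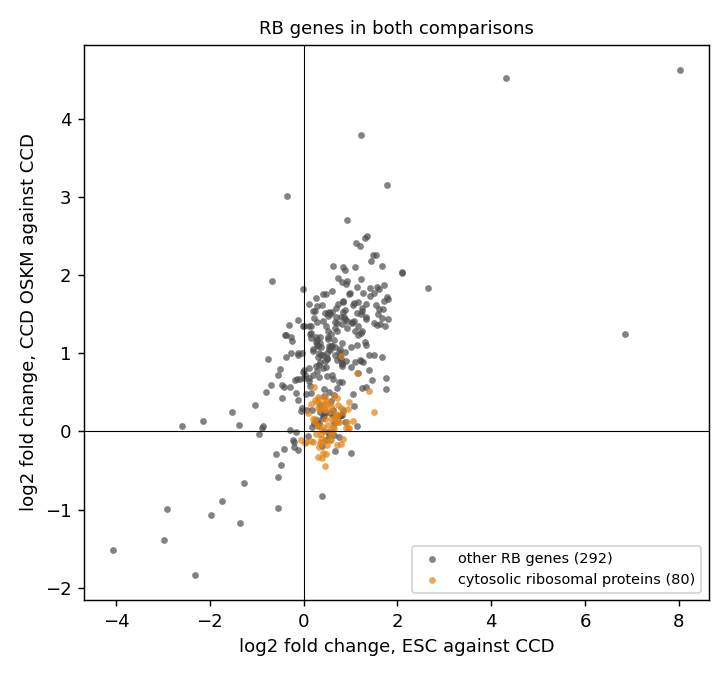
Log2 fold change of each RB gene in ESCs against CCD (horizontal axis) and in CCD with OSKM against CCD (vertical axis), from limma with n = 4 libraries per group. Grey points are 292 RB genes and orange points the 80 cytosolic ribosomal protein genes, which lie lower on the vertical axis (median 0.13, or 0.46 at the same total).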

Detailed scrutiny indicated that 125 of the 200 OSKM-regulated genes were upregulated by at least twofold. 

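By over 2-fold, 149 RB genes were higher with OSKM at an adjusted p under 0.01 from limma. CHD7 had the largest change, from the CCD level to 923 ± 346 normalized counts (SD, n = 4), a log2 fold change of 4.63 (standard error 0.29, adjusted p = 1.97e-06). RPP25 followed, at 2886 ± 536 (SD, n = 4; 4.53, adjusted p = 4.78e-06), and then LYAR (3.16, standard error 0.14, adjusted p = 3.71e-07). ISG20, an exonuclease induced by interferon, rose from 116 ± 39.1 to 1276 ± 1033 (SD, n = 4 each; 3.02, adjusted p = 0.00188). Several genes of the small subunit processome were next. RRP12, on chromosome 10 from 97356358 to 97426076 of hg38, rose from 2117 ± 172 (SD, n = 4) in CCD to 13916 ± 1722 (SD, n = 4) with OSKM (2.71, adjusted p = 2.39e-07). RRP9, the U3 snoRNP protein, rose from 1099 ± 41.8 to 6222 ± 417 (SD, n = 4 each; 2.50, adjusted p = 6.17e-08) and RCL1 from 412 ± 15.4 to 2319 ± 403 (SD, n = 4 each; 2.48, adjusted p = 9.82e-07). RRP1, of the large subunit list, changed by 2.42 (adjusted p = 1.96e-07), POLR1B, the second largest subunit of RNA polymerase I, by 2.37 (adjusted p = 1.02e-06), and FAM207A (SLX9) by 2.26 (adjusted p = 5.11e-06). Of the 149 genes, 110 were also higher in ESCs than in CCD.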

Of note, the fibroblasts expressed none of these 125 genes at higher levels by twofold, and expressed only one gene at higher expression level at the significant level of q < 0.01 (1.4-fold). On the other hand, OSKM downregulated only nine RB genes (Figure 10A). 

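Among the 149 RB genes that OSKM raised over 2-fold, limma found 0 higher in CCD than in ESCs by over 2-fold and 0 at an adjusted p under 0.01. At an unadjusted p under 0.05, 2 genes were higher in CCD by 1.3-fold and 0 by 2-fold. These 2, POP1 and URB1, also passed an adjusted p of 0.05. POP1 had 1245 ± 163 normalized counts (SD, n = 4) in CCD and 818 ± 285 (SD, n = 4) in ESCs. URB1, on chromosome 21 from 32311018 to 32393012 of hg38, had 3599 ± 569.8 (SD, n = 4) in CCD, 2710.4 ± 220.2 (SD, n = 4) in ESCs and 8387 ± 809 (SD, n = 4) with OSKM, so that OSKM raised it above both. At an adjusted p under 0.01, URB1 was the 1 gene higher in CCD by edgeR (log2 fold change -0.52, adjusted p = 0.00712), by DESeq2 (-0.49, or 1.41-fold, adjusted p = 0.00336), after TMM rescaling (-0.55, adjusted p = 0.00453) and with all 5 groups in 1 fit (-0.40, adjusted p = 0.00722). Of the 149 genes, 12 had a negative log2 fold change in ESCs against CCD, and the lowest was that of POP1.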

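OSKM lowered 11 of the RB genes at the same thresholds (11 also when adjusted over the list alone). The largest change was that of CUL4B, which fell to 3738 ± 532 normalized counts (SD, n = 4), a log2 fold change of -1.84 (standard error 0.17, adjusted p = 1.47e-05 from limma). KAT2B fell to 426 ± 35.0 (SD, n = 4; -1.51, adjusted p = 2.28e-05), GTF2H5 to 485 ± 93.6 (SD, n = 4; -1.17, adjusted p = 9.76e-05) and BMT2 to 355 ± 24.6 (SD, n = 4; -1.07, adjusted p = 5.82e-05). In all, 5 genes fell by over 2-fold. Under 2-fold, NOL3 fell to 315 ± 94.6 (SD, n = 4; -0.99, adjusted p = 0.00233). TRMT2B, a tRNA and mitochondrial rRNA methyltransferase, changed by -0.98 (adjusted p = 0.000308) and DHX29 by -0.42 (adjusted p = 0.00241). DDX17, a helicase, went from 24242 ± 2465 to 13641 ± 1335 (SD, n = 4 each; -0.83, adjusted p = 0.000109), and RPL15, the 1 ribosomal protein gene, from 38479 ± 1015 to 28396 ± 1529 (SD, n = 4 each; -0.44, adjusted p = 0.00075). At the same total, the count of lower RB genes was 8.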

Of note, among these nine genes, seven were fibroblast-enriched genes, indicating legitimate reprogramming to pluripotency, although insufficient (Figure 10C). 

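Of the 11 RB genes that OSKM lowered, 9 were higher in CCD than in ESCs. The exceptions were DDX17 and RPL15, which were higher in ESCs, at 31994 ± 3648 and 52798 ± 2983 normalized counts (SD, n = 4 each). In the OSKM libraries, 6 of the 9 still stood above ESCs at an adjusted p under 0.05 from limma. KAT2B exceeded its ESC level by a log2 fold change of 2.56 (adjusted p = 1.65e-05), NOL3 by 1.91 (adjusted p = 0.0178) and BMT2 by 0.91 (adjusted p = 0.015). CUL4B exceeded it by 0.49 (adjusted p = 0.023), while GTF2H5 did not pass the test (0.18, adjusted p = 0.522). Of the 11 genes with over 2-fold higher expression in CCD, 7 fell with OSKM. The other 4 did not pass the test: SBDS stood at 4858 ± 359.8 (SD, n = 4; 0.13, adjusted p = 0.412), RIOK3 at 3509 ± 462 (SD, n = 4; 0.25, adjusted p = 0.0805), RPS27L at 5246 ± 386 (SD, n = 4; 0.088, adjusted p = 0.447) and WDR55 at 2332 ± 137 (SD, n = 4; 0.34, adjusted p = 0.0172). WDR37 fell to 986 ± 89.1 (SD, n = 4; -0.76, adjusted p = 9.82e-05). Over all 28 RB genes higher in CCD than in ESCs, which were chosen on these samples, 9 were lower and 7 higher with OSKM.

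**Figure D4:**
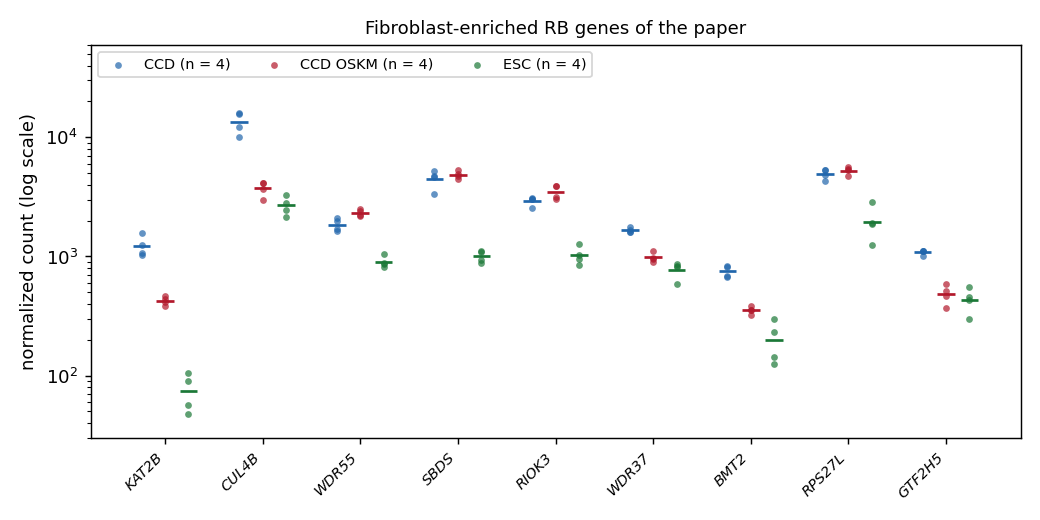
Normalized counts (vertical axis, log scale) of 9 fibroblast-enriched RB genes named in Figures 9B and 10C, with 1 point per library (n = 4) and a horizontal bar at each mean, in CCD (blue), CCD with OSKM (red) and ESCs (green). KAT2B with OSKM (426 ± 35.0) lies between CCD and ESCs, while SBDS with OSKM (4858 ± 359.8) stays near CCD.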

In summary, OSKM reprogramming in an independent fibroblast line is predominantly legitimate, and ribosome biogenesis is globally reprogrammed to the pluripotent state.

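Set against ESCs directly, the OSKM libraries differed in both directions among RB genes. Of 372 RB genes, 155 were higher and 75 lower with OSKM than in ESCs by over 1.3-fold at an adjusted p under 0.05 from limma, and at the same total 185 were higher and 30 lower. Above the ESC level stood 45 of 67 small subunit factors (47 when adjusted over the list alone) and 46 of 76 pre-60S factors, with adjusted p of 1.6e-06 and 1.8e-05 from the camera test (adjusted p = 0.634 for both with an estimated correlation). URB1 exceeded ESCs by a log2 fold change of 1.63 (adjusted p = 7.65e-07) and POP1 by 2.60 (adjusted p = 5.28e-06). Below the ESC level stood 43 of 80 cytosolic ribosomal protein genes, with a median log2 fold change of -0.44 (adjusted p = 0.000524 from camera, and 0.672 as an adjusted p with an estimated correlation). At the same total, where camera was not run, 15 were lower and 4 higher, with a median of -0.18. CHD7 stayed below ESCs (-3.40, adjusted p = 8.66e-07), as did FBLL1 (-5.60, adjusted p = 3.67e-05). The mean of log2(normalized count + 1) over the RB genes was 11.10 ± 0.029 (SD, n = 4) in CCD, 11.90 ± 0.079 (SD, n = 4) with OSKM and 11.65 ± 0.060 (SD, n = 4) in ESCs. Each of these 3 pairs of groups differed with every library of 1 group above every library of the other (exact two-sided permutation test, p = 0.0286, the smallest p that 4 against 4 allow). The test counts each library as independent. Yet the ESC libraries come from lines H1 and H9 only, and the labels call the fibroblast libraries technical repeats. The paper reasons from the upregulated RB genes that are also ESC-enriched, from their clustering with ESCs and from the lowered fibroblast-enriched genes, and concludes that OSKM reprogramming of CCD fibroblasts is predominantly legitimate and that RB is globally reprogrammed to the pluripotent state.

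**Figure D5:**
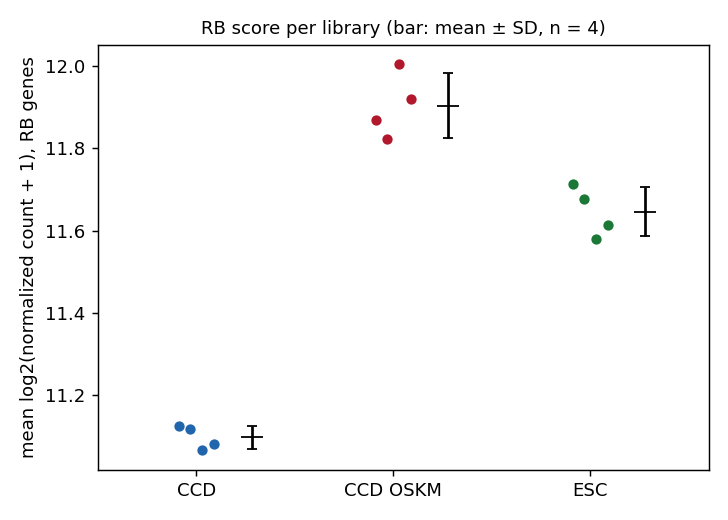
Mean of log2(normalized count + 1) over the RB genes (vertical axis) in each library, with the group mean ± SD (n = 4), for CCD, CCD with OSKM and ESCs. The OSKM libraries average 11.90, above ESCs at 11.65 and CCD at 11.10.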

## 3. Discussion

Several laboratories dissected the molecular events of iPSC reprogramming using genome-wide approaches such as microarray, RNA-seq, ChIP-on-chip [9,10,12,43], and proteomics [44]. Those studies had a fundamental deficiency. The authors implicitly treated all the transcriptional responses as positive events of pluripotency reprogramming. This is logically not sound because only a rare population becomes reprogrammed and data for 99% of the starting cells represent noise. To address this fundamental deficiency in the previous research, the author developed the concept of reprogramome [13]. Reprogramome provides a foundation for evaluation of reprogramming legitimacy [8]. This study first defined the subreprogramome for ribosome biogenesis, and then discovered that ribosome biogenesis was quickly and properly reprogrammed by the conventional Yamanaka factors by evaluation of the reprogramming legitimacy of all the 291 human genes of ribosome biogenesis.

This report established that human PSCs have a more robust ribosome biogenesis than the reprogramming starting cells, fibroblasts. To a scientist not specialized in ribosome biogenesis, this at a first glance seems a surprise considering that the house-keeping protein translational machinery is ubiquitous and essential for every cell. In fact, new information indicates that different tissues/cells may have a very wide range of concentrations of ribosomes that may vary by a factor of 3 to 10 [45]. Accumulating evidence indicates that a more robust ribosome biogenesis is a feature for growing cells, stem cells, and cancer cells. It is well known that the number of ribosomes in yeast cells is proportional to the rate of growth [17]. Drosophila germline stem cells demonstrate higher rRNA transcription [46]. Hyperactive ribosome biogenesis is a hallmark of cancer cells and has been an established diagnostic marker for cancers [14].

The current research agrees with many previous observations that components of the pluripotency ribosome biogenesis are more robust compared to somatic cells. Woonough et al. reported that rRNA synthesis decreased by 50% quickly upon directed differentiation of human ESCs [47]. Many genes of ribosome biogenesis have been reported to be highly expressed in pluripotent stem cells. FBL, a methyltransferase indispensable for rRNA processing, is highly expressed in mouse ESCs compared to the differentiated cells [23]. Nucleolin, involved in the early processing of the primary rRNA [48], is enriched in mouse ESCs (mESCs) and downregulated upon differentiation [49]. Many members of the SSU processome (SSUP) responsible for the generation of 18S rRNA are required for the maintenance of pluripotency, and downregulation of those SSUP components results in differentiation of mESCs [25]. Depletion of nucleolin in mESCs results in differentiation [49]. Ly1 antibody reactive (LYAR), involved in pre-rRNA processing [50], has the highest expression in mESCs compared to many cells including cancer cells and MEF, and is downregulated upon differentiation [26]. LYAR is critical for mESC self-renewal and differentiation [26]. The ribosome subunit components RPL7A, RPL36A, and RPS18, along with the new regulator of ribosome biogenesis HIV-1 Tat Specific Factor 1 (HTATSF1), are enriched in mESCs, and deficiency of HTATSF1 results in differentiation of mESCs [24]. The current research systematically demonstrated that ribosome biogenesis is globally enriched in human PSCs. The majority of previous observations are about mouse PSCs, whereas the current data represents discovery of a robust ribosome biogenesis in human PSCs.

This report, however, did find that 11 genes in ribosome biogenesis pathways had significantly higher expression in somatic cells. This may not contribute positively to ribosome biogenesis in fibroblast because of the following reasons. First, some of these 11 genes are negative regulators of ribosome biogenesis. Indeed, PTEN and KAT2B (also known as PCAF) are annotated as negative regulators of ribosome biogenesis. PTEN has a PI3K/Akt-independent function in nucleolus, and deficiency of PTEN has been found to enhance ribosome biogenesis in mammalian cells [51]. KAT2B negatively regulates ribosome biogenesis, likely by acetylation of PTEN, and promotes nuclear localization of PTEN [52]. In another case, KAT2B negatively regulated ribosome biogenesis by acetylating the component of the SSU processome U3-55K [53]. The acetylated U3-55K cannot bind to U3 snoRNA and therefore impairs processing of pre-rRNA to generate the mature 18S rRNA. In sum, the low expression of PTEN and KAT2B in hPSCs may further indicate a more robust ribosome biogenesis in human PSCs.

Another fibroblast-enriched gene annotated as “ribosome biogenesis” is *RNASEL*, which encodes the endoribonuclease L. However, there is no indication that ribonuclease L plays any role in ribosome biogenesis. The well-established role for ribonuclease L is to cleave viral and cellular RNA as the final executor in the OAS/ribonuclease L innate immune pathway in response to viral infection [11,54,55]. Ribonuclease L does cleave rRNA, but this is a step of apoptosis as a result of extreme cellular stress such as viral infection, and it is not a normal processing of rRNA for the maturation of rRNAs. In this case, ribonuclease L should also be a negative factor of ribosome biogenesis when ribosomes are destined for demolition in a cell undergoing apoptosis.

It is well known that some ribosomal proteins play extraribosomal roles. Some of these fibroblast-enriched genes in ribosome biogenesis may play roles other than ribosome biogenesis. For example, GTFIIH5 codes for the smallest subunit of the transcription factor II H (TFIIH) complex, p8, or TTDA. Although TFIIH plays a role in transcription of rRNA by Pol I [56], the prominent function of TFIIH is transcription of protein-coding genes by Pol II and the DNA repair pathway of nucleotide excision repair (NER) [57].

The report surprisingly demonstrated that OSKM quickly reprogrammed fibroblast ribosome biogenesis to the more robust pluripotent state in a very coordinated fashion. In alignment with the current data, previous research showed that some factors in ribosome biogenesis are required for iPSC reprogramming. For example, knockdown of the SSUP genes *Krr*, *Ddx47*, *Ddx52*, or *Pdcd11* all compromised mouse iPSC generation from MEF [25]. Overexpression of fibrillarin, a critical methyltransferase for rRNA processing, along with OSK in MEF increased number of iPSC colonies [23].

Of note, this report examined the impact of the four reprogramming factors as a group, as most previous studies have done, because no single reprogramming factor can convert fibroblasts into iPSCs. It will be interesting, in the future, to investigate the roles that each single reprogramming factor may play in pluripotency reprogramming. In terms of reprogramming of ribosome biogenesis, studying the role of an individual reprogramming factor may be more relevant since there is evidence that MYC is critical in regulating ribosome biogenesis [58]. The author’s lab is exploring whether MYC alone, or MYC along with another reprogramming factor, can quickly and globally reprogram ribosome biogenesis reported here.

MET was reported as an essential early event in pluripotency reprogramming from fibroblasts [9,30,31]. This report provided evidence that MET did not even initiate at the time of proper RB reprogramming. Not only did MET not occur at the time of proper reprogramming of ribosome biogenesis, but also there were all six types of aberrant reprogramming. Of note, the gene *MET* coding for the well-known EMT player, the receptor tyrosine kinase, was wrongly upregulated by 3.1-fold when it should be down-reprogrammed by 3.4-fold [59]. The current research provides convincing evidence that ribosome biogenesis represents the earliest major cellular process properly reprogrammed by the Yamanaka factors.

This report defines the subreprogramomes of ribosome biogenesis and MET for fibroblast reprogramming to human iPSCs, and demonstrates that RB was quickly reprogrammed prior to MET. The RB gene set was downloaded from the AmiGO2 database. The author noticed that some genes may not be annotated as ribosome biogenesis. The current annotations for human ribosome biogenesis may not be complete and 100% accurate. However, the incompleteness of the RB gene set does not change the conclusions drawn here considering the nature of the results. Using the same set of data and the same approaches, the conclusions about reprogramming of these two pathways are totally opposite, with one being properly reprogrammed and the other having no reprogramming. In each case, hundreds of genes behaved in the same ways, although there were some exceptions for a small group of genes. These two pathways served as intrinsic controls for each other. Within the RB pathways, there were also two completely different transcriptional responses to OSKM reprogramming—the hPSC-enriched RB genes were collectively upreprogrammed properly while the 96 shared RB genes were not impacted by the OSKM factors as they should have been. These two groups of genes within the RB pathways served as intrinsic controls to each other as well, indicating the high quality of the RNA-seq data and accurate reprogramming for RB pathways at the same time. Biased reprogramming for a specific pathway and for the hPSC-enriched gene set within a pathway also indicated that the conclusion of quick and authentic reprogramming is convincing because this large-scale biased reprogramming cannot be explained by random process. With more experimental evidence gained in the future, a more complete list of RB genes will someday allow for more thorough analyses.

Another limitation of the current research is that the RNA-seq was conducted on the poly(A)-purified population, and therefore the rRNA information is missing. However, a previous study indicated that rRNA is enriched by twofold compared to the differentiated cells [47], which agrees with the conclusion here that pluripotent RB system is more robust. Last, a more robust ribosome biogenesis was also observed in iPSC lines, and when compared to fibroblasts from a different donor. The quick and coordinated RB reprogramming was also observed in an unrelated fibroblast line.

## 4. Materials and Methods

### 4.1. Cell Lines and Cultures

The NIH-registered human embryonic stem cell (hESC) lines H1 and H9 were cultured in the chemically defined media as described previously [4,5,8,13]. Briefly, hESCs were cultured on Matrigel-coated vessels with E8 media [60], and passaged using EDTA-mediated dissociation when they reach 80% confluency. Human iPSC lines were culture in the same way as for hESCs.

Human primary fibroblasts (BJ, ATCC, Cat#, CRL-2522; CCD-1079Sk, ATCC, Cat#, CRL-2097) were culture in the fibroblast medium, Dulbecco’s modified Eagle’s medium, with high glucose, supplemented with 10% heat-inactivated fetal bovine serum, 0.1 mM 2-mercaptoethanol, 1× penicillin–streptomycin, 0.1 mM minimum essential medium non-essential amino acids, and 4 ng/mL human fibroblast growth factor 2 (FGF2).

### 4.2. iPSC Reprogramming from Human Fibroblasts

The reprogramming of human fibroblasts has been described previously [4,5,61]. Briefly, human fibroblasts were transduced with lentiviral reprogramming factors OCT4, SOX2, KLF4, and MYC at a multiplicity of infection (MOI) of 8:5:5:3. Viral particles were removed after overnight transduction by a medium change. The reprogramming cells were cultured in fibroblast media until harvest for RNA at 48 and 72 h post-transduction of the reprogramming factors.

### 4.3. RNA-seq

RNAs from the H1 and H9 ESCs were prepared independently on different days, and cells at different passage numbers for each ESC line were used to prepare RNAs of repeat samples. The repeat RNA samples for fibroblasts were prepared similarly to make sure the repeats were technically independent to each other. RNA-seq was conducted with the polyA+ population on the Illumina HiSeq2500 sequencer using the sequencing reagents and flow cells providing up to 300 Gb of sequence information per flow cell. The stranded mRNA library generation kits were used per the manufacturer’s instructions (Agilent, Santa Clara, CA, USA). The polyA mRNA was randomly fragmentized before cDNA preparation. cDNAs were generated using the random primers with inclusion of actinomycin D in the first strand reaction. The ends of the cDNA were repaired, A-tailed, and ligated with adaptors for indexing during the sequencing runs. We quantitated the cDNA libraries by qPCR before cluster generation. We generated approximately 725 to 825 K clusters per mm [2]. Cluster density and quality were determined during the run after the first base addition parameters were assessed. We conducted paired end 2 × 50 bp sequencing runs.

The more economic DNA nanoball (DNB)-seq technology was also used to RNA-sequenced 19 samples discussed in the last section. These RNA-seq comprised 4 groups with 4 biological replicates each and a fifth group with 3 biological replicates. 

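The libraries of the other fibroblast line, BJ, were 4 of untreated cells, 3 at 48 h and 1 at 72 h, and 3 of cells at 96 h after lentiviral OSKM. The untreated BJ libraries held 44.6 to 52.3 M recovered reads (median 50.2) and the BJ OSKM libraries 50.0 to 51.4 M (median 51.4). Mitochondrially encoded genes took 16.1% and 17.1% of the counts in the first and the second BJ library at 48 h, against 6.54% and 5.80% in the other 2 and 5.93% to 7.27% with OSKM. Within groups, pairs of libraries correlated at r = 0.953 to 0.990 over log2 normalized counts across genes, which are not independent replicates. None of the pairs held identical values.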

Paired-end 100 bp reads were sequenced utilizing the DNBSEQ-G400 sequencing instrument at BGI.

### 4.4. Bioinformatics

Bioinformatics procedures have been reported previously [8,13]. Briefly, each RNA-seq has a minimum of 28.1 million reads, and the average number of reads are 40.1 million across all biological replicates. The FASTQ files were uploaded to the campus high performance computer cluster at the author’s university in order to analyze the RNA-seq data with the following custom pipeline built in the Snakemake system (v5.2.2) [62]: First, the author conducted quality control of the reads using FastQC, and trim the bases with quality scores of less than 20 using Trim_Galore! (v0.4.5). Following trimming, the author quasi-mapped the transcripts and quantified them with Salmon [63] to the hg38 human transcriptome from the Gencode release 29. The author then imported the quantification results onto a local RStudio session (R version 3.5.3), and the package “tximport” [64] was utilized for gene-level summarization. Finally, the author conducted differential expression analyses using DESeq2 package [65]. Boxplots were generated in RStudio using the published procedure by the author [66]. Heat maps were prepared in RStudio using the package *pheatmap* as reported [67]. All heat maps were prepared using log2-transformed data of the normalized read counts, and scaled by genes (row).

RNA-seq data was deposited with accession numbers of GSE148158 and GSE159410. RNA-seq data of 4 human iPSC lines—3RIPSC3 (GEO#, GSM1632433), 3RIPSC4 (GSM1632434), JQ1IPSC5 (GSM1953940), and JQ10IPSC (GSM2150917)—were used to further establish the fact that ribosome biogenesis is more robust in human pluripotent stem cells compared to fibroblasts. These 4 iPSC lines were established in the author’s laboratory and characterized as pluripotent [4,5].

### 4.5. Gene set of Human Ribosome Biogenesis

Human genes of ribosome biogenesis (GO #0042254) were downloaded from the Gene Ontology (GO) database AmiGO 2 by filtering the total annotations of GO #0042254 with “Homo Sapiens”. There are 316 genes with the 634 annotations as being human ribosome biogenesis. Of those, only 298 genes are available in our mapped RNA-seq data, with the remaining 18 genes as missing uncharacterized entries, most of which have no official gene symbols. This study concerned the more characterized 298 RB genes annotated in the database at the time of analyses (Supplementary Table S1).

### 4.6. Gene Set of Human MET/EMT-Related Genes

The complete list of 1184 human genes related to MET/EMT was downloaded from the EMT database, dbEMT2.0 [39]. This gene set was used to define the EMT/MET gene expression profiles in hPSCs and fibroblasts, and then the MET subreprogramomes for reprogramming of human fibroblasts into HiPSCs using the RNA-seq data of hESCs and fibroblasts.

### 4.7. Criteria for the Expressed Genes and Differentially Expressed Genes

RNA-seq data were normalized using *DESeq2* package on R. A gene is considered active only when the normalized read counts for all repeats are greater than 50. The rationale for these criteria has been reported [13]. A gene is regarded as inactive when the normalized read count for any of the repeat of a cell type or condition is <50 [8]. A gene was classified as differentially expressed when the fold difference is greater than 2 with a q value of less than 0.01, unless otherwise stated in the text.

## Figures and Tables

**Figure 1:**
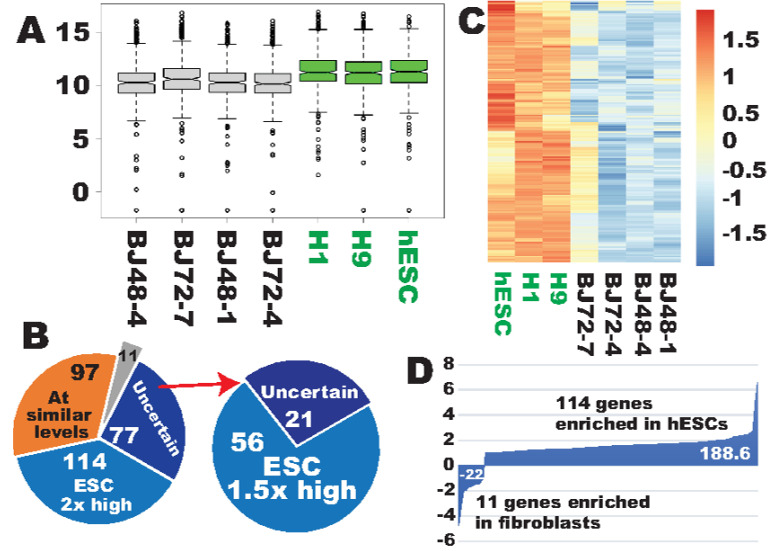
Ribosome biogenesis (GO#, 0042254) was more robust in human embryonic stem cells (ESCs) than in the reprogramming starting cells, fibroblasts. (**A**) Box plots showing that the full set of ribosome biogenesis (RB) genes was expressed at higher levels in human ESCs than in fibroblasts. (**B**) Pie charts showing the expression categories of the RB gene set in human ESCs (hESCs) and fibroblasts. The grey sector in the left pie chart indicates that 11 genes were enriched at least twofold in fibroblasts in comparison with human ESCs (q < 0.01). The right pie chart is a further classification of the uncertain sector in the left pie using less stringent criteria (>1.5×, q < 0.05). (**C**) A heat map showing that 170 out of 291 RB genes were enriched in human ESCs by at least 1.5-fold (q < 0.05). (**D**) Quantification of expression differences for the RB gene set between hESCs and fibroblasts. H1 and H9, human embryonic stem cell (hESC) lines H1 and H9, respectively; hESC is a subline of H1. The first number after the fibroblast designation is the time of RNA harvesting after seeding of cells, and the second number is the lane number of RNA-seq flow cells. The boxes and labels of hESCs are highlighted in green. hESC = 3; fibroblasts = 4. See also Supplementary Figures S1–S3, and Supplementary Tables S1–S5.

**Figure 2:**
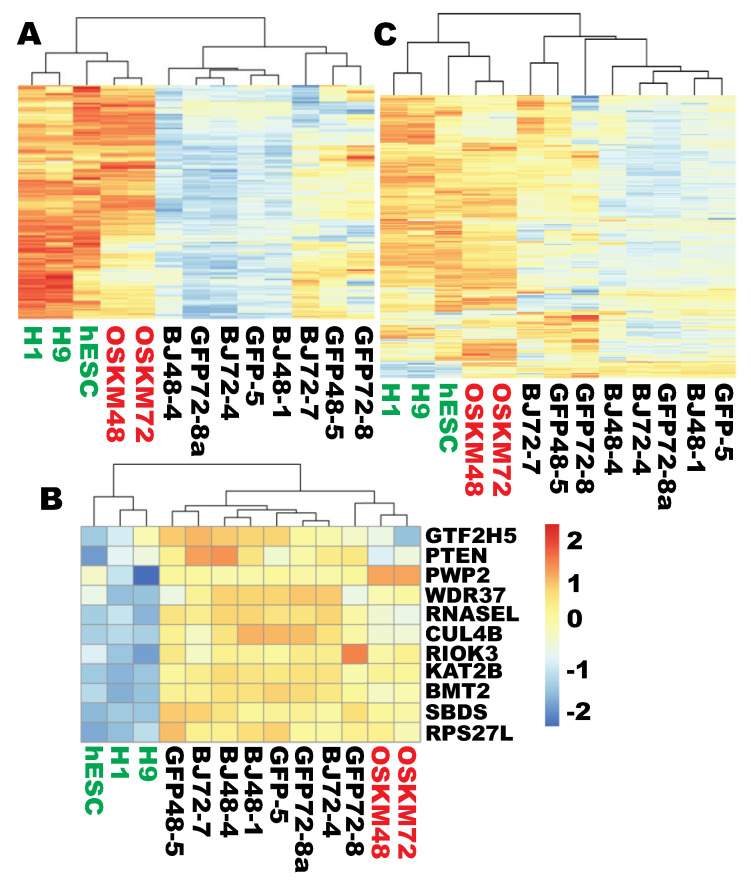
Proper reprogramming of ribosome biogenesis at the early stage of Yamanaka reprogramming. (**A**) A heat map showing that the 170 hPSC-enriched (>1.5×, q < 0.05) RB genes were upreprogrammed to the pluripotent state within 48 h. (**B**) A heat map showing that the 11 fibroblast-enriched RB genes were not downreprogrammed to the pluripotent state up to 72 h of OSKM induction and remained clustered with fibroblasts. (**C**) A heat map showing that the entire set of 298 RB genes became clustered with the hPSCs upon OSKM reprogramming. H1 and H9, human embryonic stem cell lines H1 and H9, respectively. The first number after the fibroblast or treatment designations is the time of RNA harvesting after seeding of cells or treatment time by OSKM or GFP, and the second number is the lane number of RNA-seq flow cells. hESCs are highlighted in green while OSKM samples are in red. hESC = 3; fibroblasts = 4; OSKM = 2. See also Supplementary Tables S6–S10 and Supplementary Figures S5 and S6.

**Figure 3:**
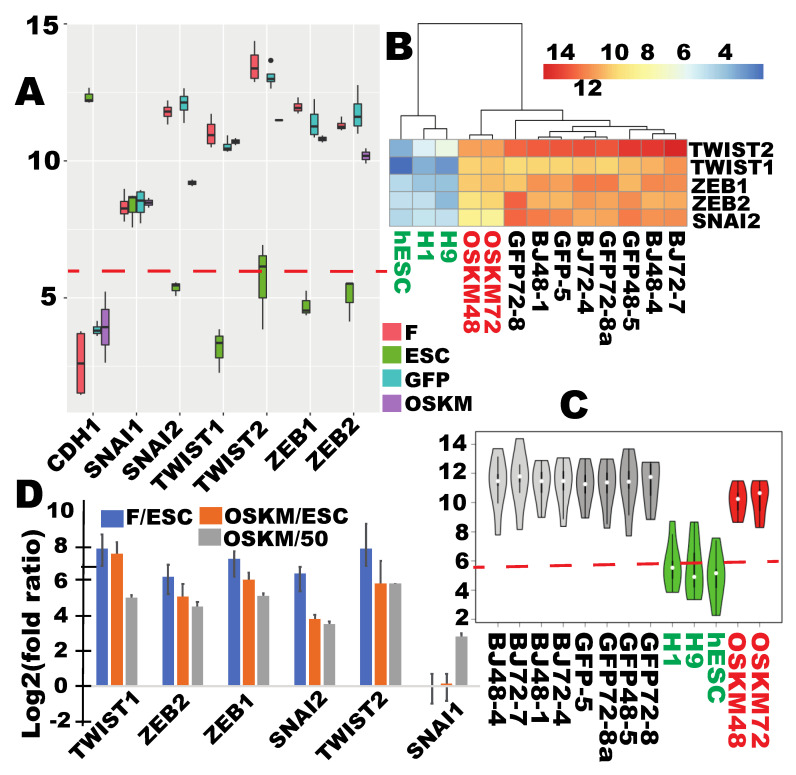
The key mesenchymal transcriptional factors (TFs) maintained high levels of expressions and the epithelial marker *CDH1* remained silenced at the time of proper RB reprogramming. (**A**) Box plots for individual genes showing little reprogramming of mesenchymal TFs, and of the epithelial marker gene *CDH1* at the early time of OSKM reprogramming (log2-transformed averaged read counts for time points of 48 and 72 h). (**B**) Clustering and the associated heat map showing lack of substantial downreprogramming of the five mesenchymal TFs. (**C**) Violin plots of each sample for the six mesenchymal TFs showing little reprogramming as a group upon OSKM induction. (**D**) Log2 (fold differences) relative to ESCs (blue and orange bars) or to the threshold level read counts (50) for the expressed genes (grey bars). F in (**A**) and (**D**) stands for fibroblasts. Dashed red lines in (**A**) and (**C**) mark the threshold level of the expressed genes. Sample labels are the same as in Figure 2. See also Supplementary Figure S7 and Supplementary Table S11.

**Figure 4:**
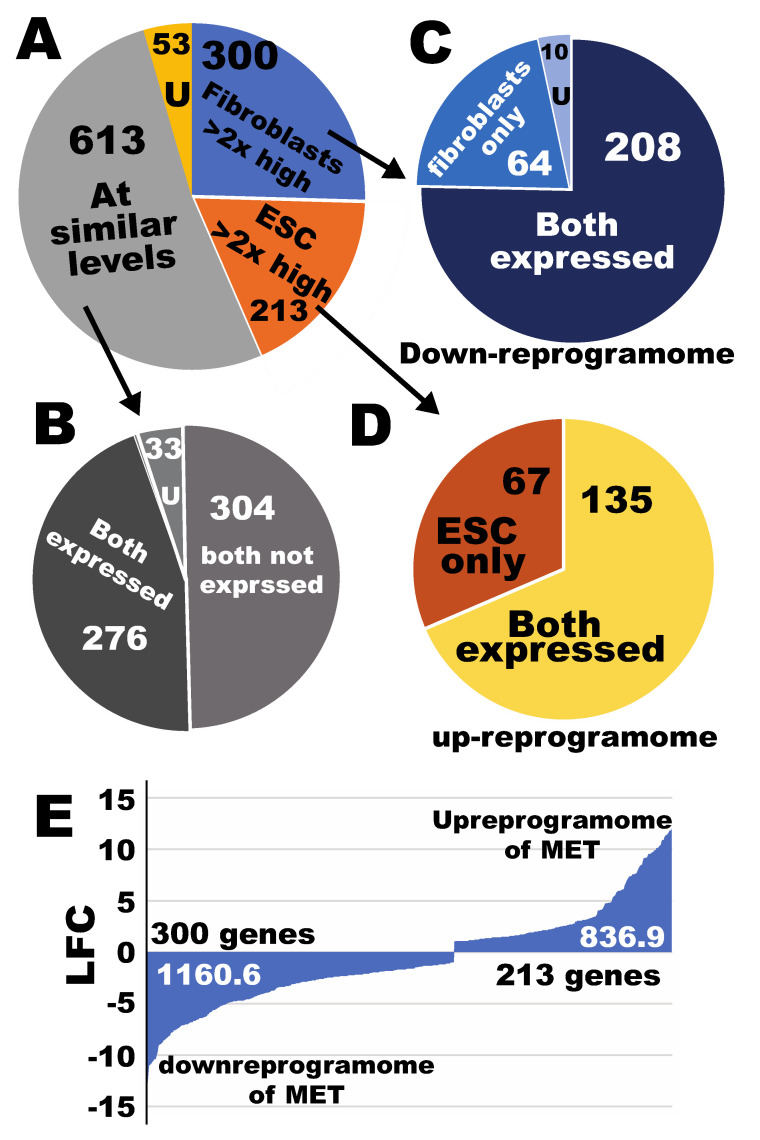
Defining the subreprogramomes for the mesenchymal-to-epithelial (MET) transition during the iPSC reprogramming process from human fibroblasts. (**A**) A pie chart for classification of the MET/EMT genes in the context of human fibroblast-to-iPSC reprogramming. (**B**) sub-classification for the sector of “at similar levels” in (**A**). (**C**) Sub-classification for the sector of fibroblast-enriched genes in pie chart (**A**). (**D**) Sub-classification for the sector of hPSC-enriched genes in pie chart (**A**). (**E**) Quantification of reprogrammikng for the MET subreprogramomes. LFC, log2 (fold changes); U, uncertain genes based on the sorting criteria. See also Supplementary Figures S8–S13 and Supplementary Tables S12–S14.

**Figure 5:**
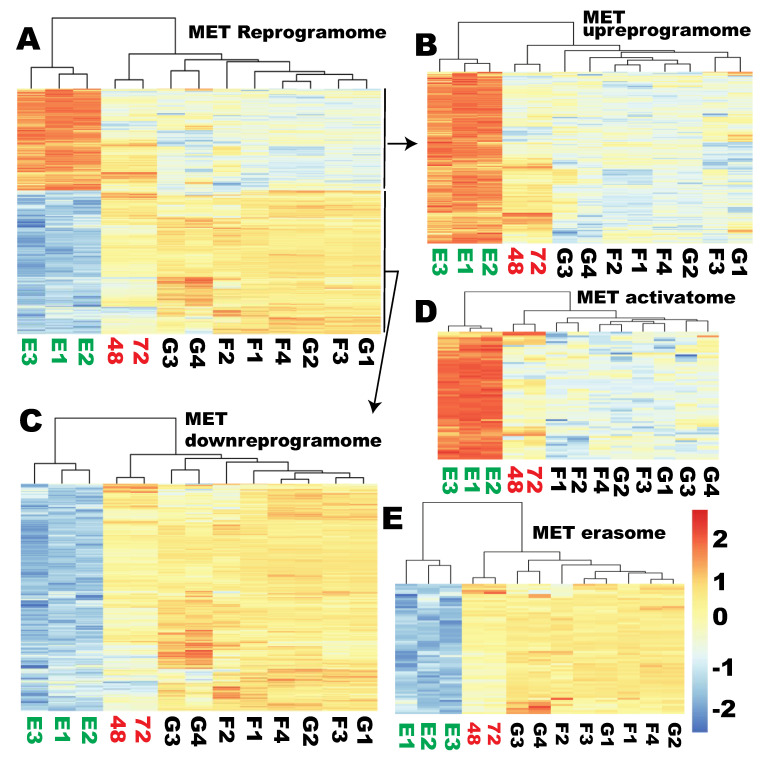
MET reprogramome and its subreprogramomes were not reprogrammed at the time of proper RB reprogramming. Clustering analyses and associated heat maps showing similarity of the reprogramming cells to the starting fibroblasts and GFP-transduced fibroblast controls and dissimilarity to hESCs for the entire MET reprogramome (**A**), upreprogramome (**B**), downreprogramome (**C**), activatome (**D**), and erasome (**E**). G1 to G4: GFP-5, GFP72-8a, GFP48-5, and GFP72-8; F1 to F4: BJ48-4, BJ72-7, BJ48-1, and BJ72-4; E1 to E3: human embryonic stem cell H1, H9, and hESC; 48 and 72: RNA harvested from human fibroblasts 48 and 72 h post transduction with lentiviral reprogramming factors OSKM.

**Figure 6:**
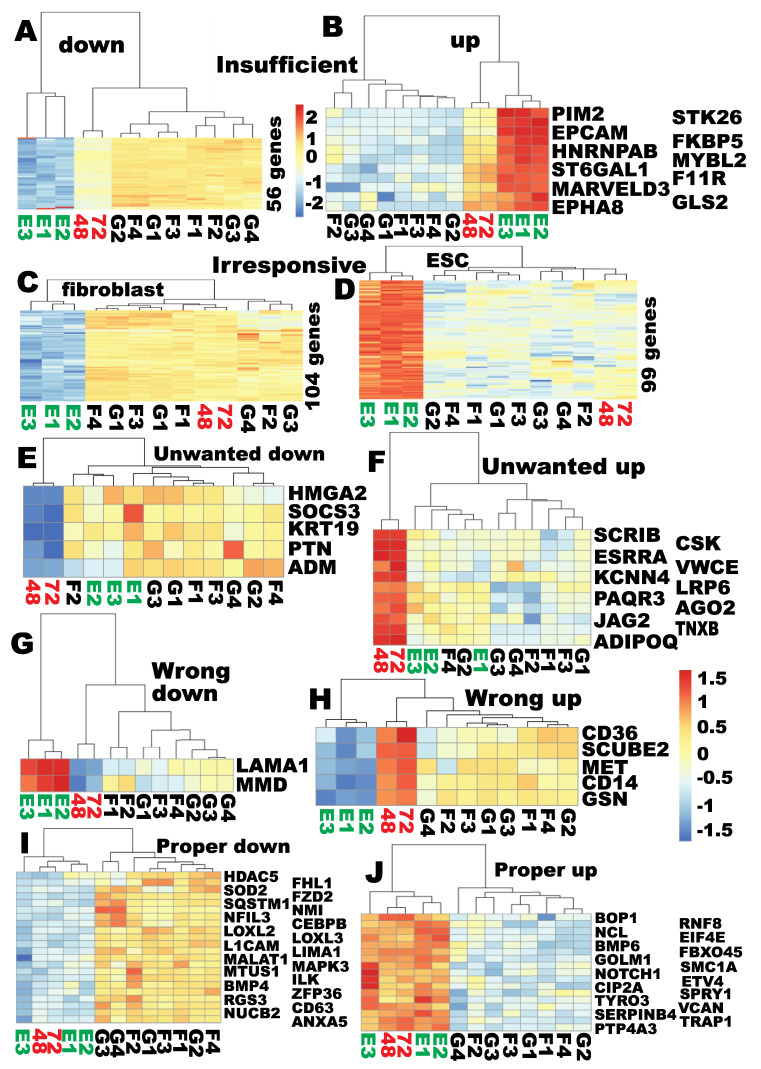
A Proper, Insufficient, Aberrant, and NO reprogramming (PIANO) response of the annotated MET genes to OSKM reprogramming at the time of proper RB reprogramming. (**A**) insufficient downreprogramming (56 genes); (**B**) insufficient upreprogramming (11 genes); (**C**) 104 fibroblast-enriched genes were irresponsive to OSKM reprogramming; (**D**) 99 hPSC-enriched genes were irresponsive to OSKM reprogramming; (**E**) 5 common MET genes were downregulated when they should have not been; (**F**) 11 common MET genes were upregulated when they should have not been; (**G**) 2 MET genes were wrongly downregulated when they should have been upreprogrammed; (**H**) 5 MET genes were wrongly upregulated when they should have been downreprogrammed; (**I**) 22 fibroblast-enriched genes were properly downreprogrammed; (**J**) 17 hPSC-enriched genes were properly upreprogrammed. Color scales of read counts are the same as shown by heat map (**A**), except for (**B**), (**G**), and (**H**) that share the second color scales as shown by (**H**). See also Supplementary Figure S15.

**Figure 7:**
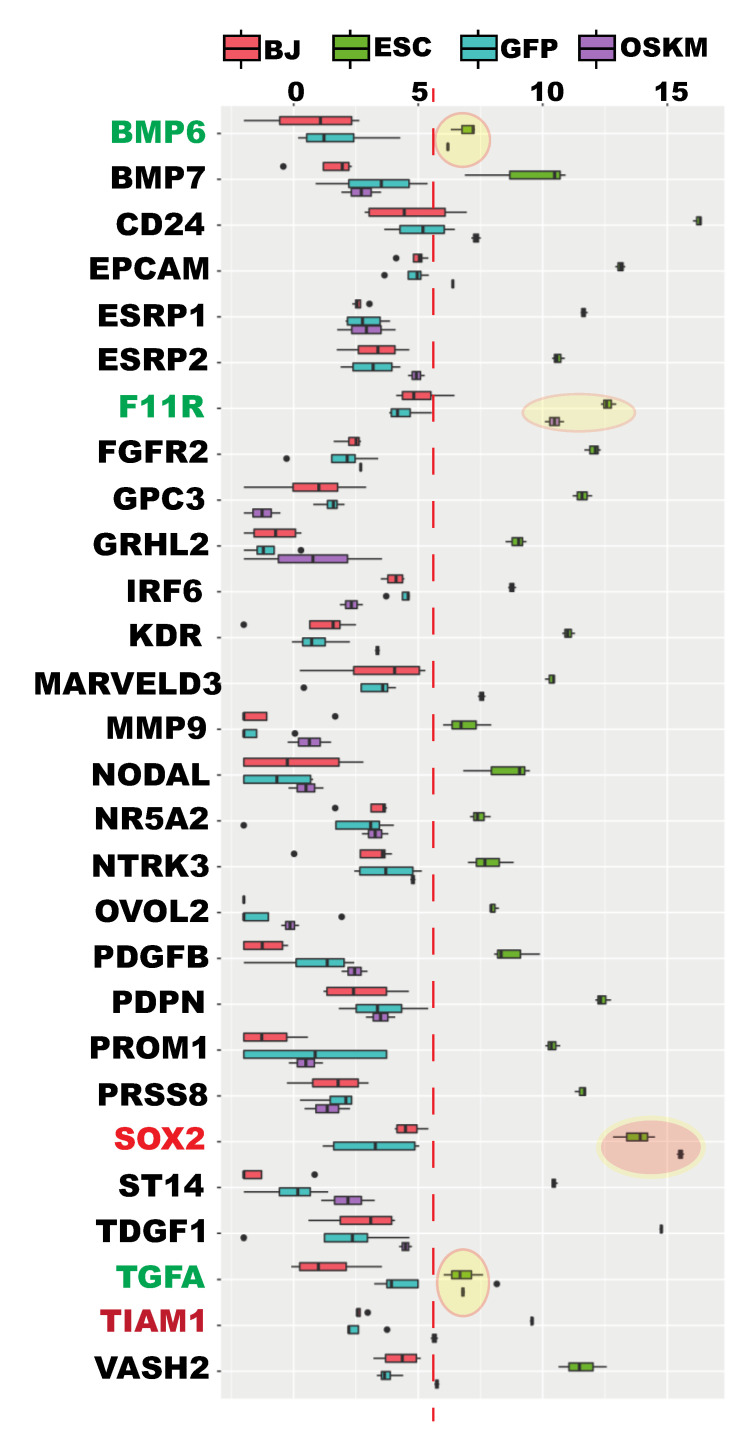
The hPSC-specific epithelial genes were not reprogrammed at the time of proper RB reprogramming. Box plots for each individual gene showing lack of reprogramming of the genes indicated, except for *SOX2*, *TGFA*, *BMP6*, and *F11R*. High level of *SOX2* was from the lentiviral transgene; *TGFA* and *BMP6* were properly reprogrammed to the pluripotency levels; *F11R* was upregulated significantly but insufficiently. See also Supplementary Figures S16 and S17.

**Figure 8:**
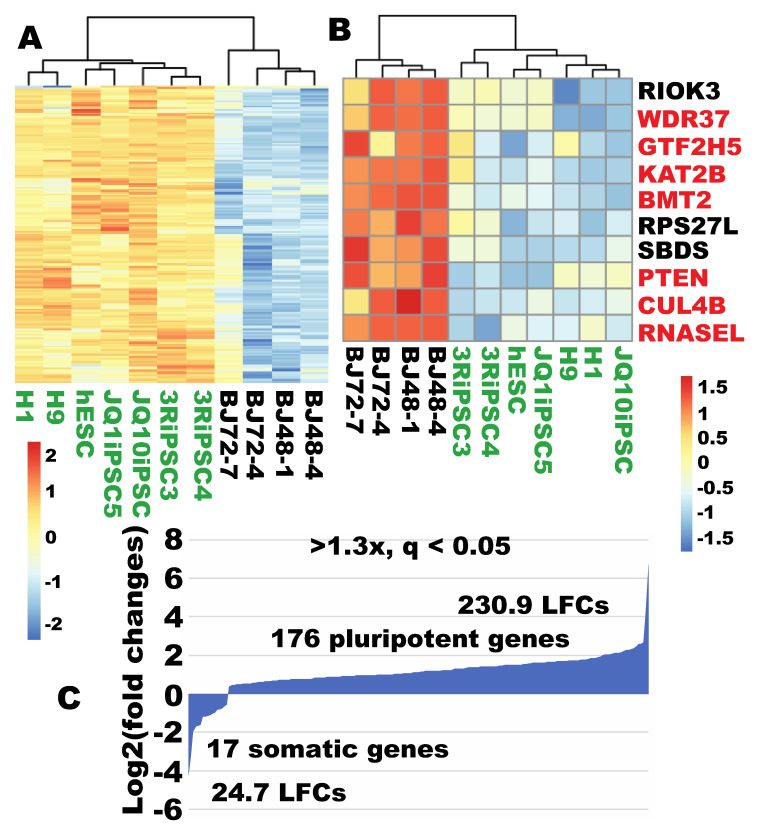
Ribosome biogenesis was more robust in human iPSCs than in fibroblasts. (**A**) Out of 298 RB genes, 176 were significantly enriched in human iPSCs compared to fibroblasts (>1.3×, q < 0.05). (**B**) Out of 298 RB genes, only 10 were enriched in human fibroblasts compared to iPSCs (>2×, q < 0.01). (**C**) Quantification of expression enrichment of the RB genes in iPSCs relative to fibroblasts. LFC, log2 fold changes.

**Figure 9:**
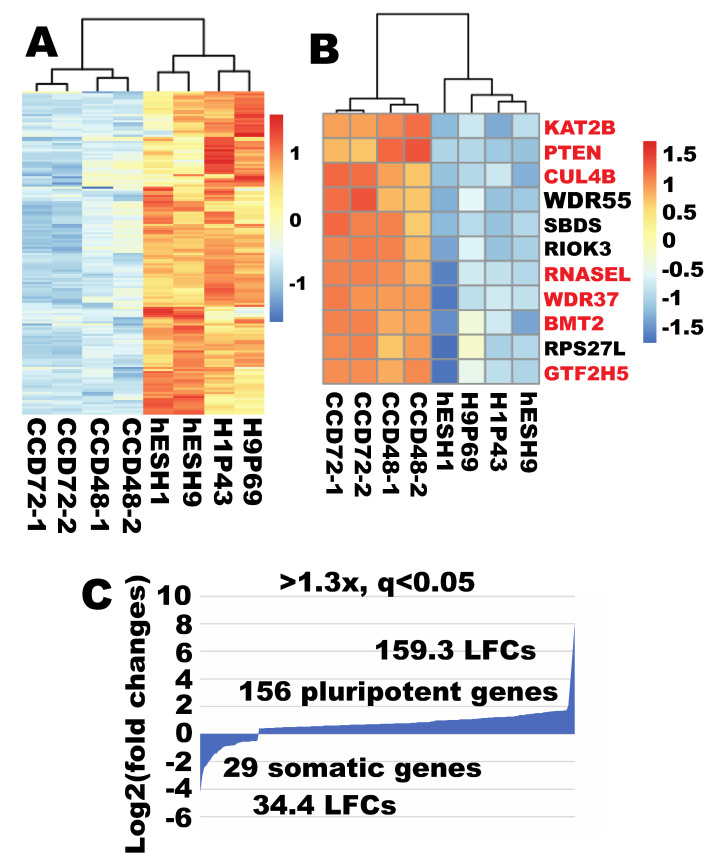
Ribosome biogenesis remained more robust in human ESCs compared with an independent fibroblast line. (**A**) Out of 298 RB genes, 156 were expressed significantly higher in ESCs (>1.3×, q < 0.05). (**B**) Out of 298 RB genes, only 11 RB genes were expressed significantly higher in fibroblasts than in ESCs (>2×, q < 0.01). (**C**) Quantification of expression enrichment of RB genes in ESCs relative to fibroblasts. H1P43 and hESH1 are human ESC line H1 at different passage numbers; H9P69 and hESH9 are human ESC line H9 at different passage numbers.

**Figure 10:**
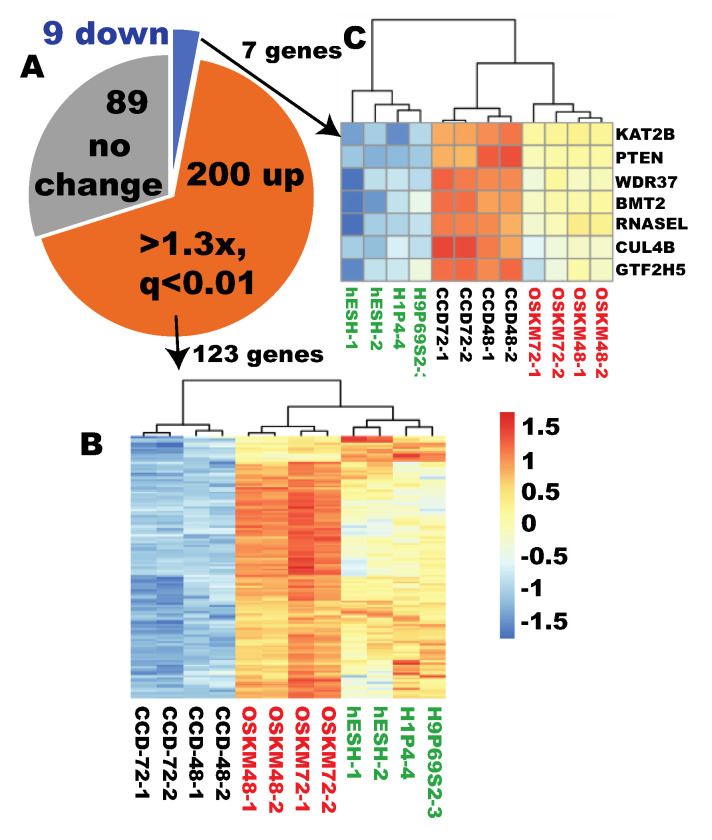
OSKM quickly reprogrammed RB to the pluripotent state in an independent fibroblast line. (**A**) Pie diagram showing predominant upregulation of RB genes during early iPSC reprogramming of the CCD fibroblasts. (**B**) Out of the 200 OSKM-upregulated genes, 123 were ESC-enriched (q < 0.05. >1.3×). Note the clustering of RB genes with ESCs and away from fibroblasts. (**C**) The fibroblast-enriched RB genes predominantly underwent legitimate downreprogramming, although insufficiently. Human ESC samples are indicated by green text; CCD fibroblasts underwent OSKM-mediated reprogramming are indicated by red color.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2073-4409/9/11/2484/s1.

How the deposited data were processed for this re-analysis (not part of the article)

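RNA was measured by DNB-seq in 19 libraries of 5 groups. They comprised 4 libraries of human ESCs (lines H1 and H9), 4 of untreated CCD fibroblasts, 4 of CCD fibroblasts at 48 or 72 h after OSKM transduction, 4 of untreated BJ fibroblasts and 3 of BJ fibroblasts at 96 h after OSKM. All 19 columns of the deposited table were matched to a library by name. The sections of the paper that rest on its other sequencing were not analysed here.

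The deposited table holds a signal per gene and library, which is the read count per gene divided by the size factor of the library, as the authors made it before deposit. The submitters' processing notes name FastQC 0.11.7, STAR 2.7.1a, SAMtools 0.0.19, HTSeq, MultiQC 1.4, DESeq2 1.28 and build hg38, without roles or an order. The paper's methods name Trim_Galore 0.4.5, Salmon, Gencode release 29, tximport and DESeq2, run with Snakemake 5.2.2 and R 3.5.3. The notes and the methods name different tools for counting, and the notes name no gene annotation. The strand setting is not given in the sources used here, so reads of overlapping or antisense genes and of close paralogs cannot be told apart. Dividing each column by its smallest step gave back whole reads for 100% of values, within a tolerance of 0.01. The recovered reads numbered 42.9 M in the smallest library and 50.2 M on average. Gene coordinates are those of GENCODE release 44 on hg38.

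The values were analysed with R 4.3.3 and limma 3.58.1 as log2(normalized count + 1). Genes with a normalized count of at least 10 in at least 3 libraries of a comparison were kept. Each comparison was fitted to its own groups only, with a trended and robust prior, and p-values were adjusted by Benjamini-Hochberg over all genes tested. The thresholds were the paper's, a fold of over 1.3 with an adjusted p under 0.05 for comparisons with ESCs and under 0.01 for OSKM, and a fold of over 2 with an adjusted p under 0.01. The comparisons were ESC against CCD, CCD OSKM against CCD, CCD OSKM against ESC, BJ OSKM at 96 h against BJ and ESC against BJ. The difference between the OSKM effects in CCD and BJ, and between those at 72 h and 48 h in CCD, was tested as an interaction at an adjusted p under 0.05. The comparison of means per library used exact permutation tests.

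Gene lists were tested with limma's camera at a preset inter-gene correlation of 0.01 and again with an estimated correlation, and fry gave a second test of each list alone. The lists cover ribosome biogenesis in 9 groups, mitochondrial ribosomal proteins, tRNA synthetases, translation factors, pluripotency genes, mesenchymal transcription factors, epithelial, extracellular matrix and contractile genes, S-phase and G2/M genes, p53 targets, interferon-stimulated and inflammatory genes, cholesterol synthesis, glycolysis, oxidative phosphorylation, nucleotide synthesis, heat shock, ATF4 targets and immediate early genes. Markers of keratinocytes, endothelial cells, melanocytes, leukocytes, muscle and pericytes, mesendoderm, neuroectoderm and trophoblast, mitochondrially encoded and histone genes, and control genes were listed as well. The lists were written from general knowledge of the literature. The paper's own list of RB genes (Table S1) was not used here.

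The genes named in the text follow a rule set together with the lists. It takes the 4 transduced factors; the genes the paper names beside the CCD comparisons, with FBL, NCL, LYAR, HTATSF1, RPL7A, RPL36A, RPS18, KRR1, DDX47, DDX52, PDCD11, WDR3, PWP2, URB1, TFB2M, YBEY and ZNF658; in each comparison the RB genes of largest change past 2-fold with a mean of at least 50 and no overlap between the groups, and the genes of largest change among all genes under these conditions; members of each list with the largest changes or against its direction; and the mesenchymal factors, CDH1 and pluripotency genes. Y-linked genes, XIST and genes without a symbol were left out of this rule. Other genes named beside the claims are members of the RB list chosen after their values were seen.

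The limma test was tested on simulated data, in which 200 genes of the real libraries were changed by known folds. For ESC against CCD, 95.5% of the genes changed 4-fold, 43.3% of those changed 2-fold and 2.99% of those changed 1.5-fold were recovered among 16514 genes, with 1 unchanged gene called. For CCD OSKM against CCD these shares were 90.9%, 52.2% and 5.97% among 16504 genes, and for BJ OSKM against BJ 97.0%, 34.3% and 1.49% among 16153 genes. These shares hold for 200 changed genes in a comparison. With more changed genes, as in the real comparisons, the adjusted threshold is less strict.

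The alternatives tried were a pseudocount of 10 or 0.5, no filter on counts, a filter of over 50 in every sample of a group, TMM rescaling, the same total in every library, edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads, all groups in 1 fit, the RB list without cytosolic ribosomal proteins, each library left out in turn, pairs of ESC libraries left out, single times, time or replicate number in the model, other clusterings and split controls. On the recovered reads, edgeR called 191 RB genes higher and 30 lower in ESCs than in CCD, and 235 higher and 11 lower with OSKM in CCD. Some genes and the coordinates of others are not reported here, though they count in the totals. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15.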

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

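The tests of library batch, normalization, time and factor level for the weaker OSKM effect in BJ were chosen after that result was seen. Leaving out each replicate in turn and the split of samples were planned.

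In 6 of 156 groups tested, 1 library stood apart from the other members of its group, where chance gives about 7.8. DDX52 in 1 ESC library was at 2697 normalized counts. RIOK3 and GTF2H5 in 1 CCD library each were at 2535 and 1009.9. RPL7A in 1 CCD OSKM library was at 28981, in a gene whose change with OSKM was -0.34 (adjusted p = 0.00469 from limma, under 1.3-fold). YBEY in 1 CCD OSKM library was at 307. The mean of log2(normalized count + 1) over the RNA polymerase I genes was 11.26 in 1 BJ library.

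The OSKM effect on RB genes was weaker in BJ at 96 h than in CCD at 48 and 72 h: 196 RB genes had a larger effect in CCD and 5 a smaller one at an adjusted p under 0.05 from the limma interaction (236 and 5 when adjusted over the list alone), with mean effects on the RB score of 0.81 in CCD and 0.17 in BJ, where treated and untreated libraries overlapped (exact permutation p = 0.143). A cause in the 2 BJ libraries with a high mitochondrial share is argued against, since the difference of 0.64 (standard error 0.097) was 0.75 (standard error 0.091) without them, with a BJ effect of 0.060. The authors' normalization as the whole cause is argued against too, since the difference was 0.45 (standard error 0.18) at the same total, although the BJ effect itself was then 0.70 and that in CCD 1.14. The later time and the lower factor level in BJ, where MYC with OSKM reached 0.439 of its level in CCD with OSKM, cannot be told apart from the cell line, because each time after OSKM was sampled in 1 line only among these libraries; the paper also reports proper reprogramming of RB in fibroblasts within 48 h from its earlier RNA-seq set with BJ, which was not analysed here. In 4 of 7 OSKM libraries, genes of the other fibroblast line lay over 2 log2 units above their level in the untreated cells of the labelled line, so a contribution of the other line to the values cannot be excluded, and a difference between the lines stays open as well.

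In BJ at 96 h after OSKM, a time the paper does not report on, 54 RB genes were higher with OSKM than in untreated cells (41 when adjusted over the list alone), and leaving out 1 library gave 14 (without the BJ OSKM library numbered 1) to 118 (without the BJ library at 48 h numbered 3). It also gave 19 and 20 without those BJ OSKM libraries numbered 2 and 3, in turn, and 34 without the BJ library at 72 h. Of all 17735 genes tested, 5067 passed in either direction, against 73 of 371 RB genes. The share of RB genes called higher was near that over all genes.

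Between times in CCD, with 2 libraries per group, 63 RB genes had a larger OSKM effect at 72 h than at 48 h by limma (58 when adjusted over the list alone). The count was 23 and 24 without the first or second CCD library at 72 h, 24 and 22 without the first or second OSKM library at 48 h, and 34 without the first OSKM library at 72 h. A larger effect at 72 h was also found for 35 of 39 S-phase genes (37 when adjusted over the list alone) and 32 of 40 G2/M genes (35 when adjusted over the list alone). For the cell cycle genes, the untreated cells changed too. Times of the untreated cells count from seeding and those of the OSKM cells from transduction, so the groups are not strictly matched in time. The mean of log2(normalized count + 1) over the S-phase genes was 10.63 and 10.72 in the CCD libraries at 48 h and 9.42 in both at 72 h, against 10.84 and 10.80 at 48 h and 11.10 and 10.89 at 72 h with OSKM, so most of the difference lies in the untreated cells. Over the G2/M genes it was 11.24 and 11.59 in CCD at 48 h and 10.87 and 10.89 at 72 h, against 10.87 and 10.90 at 48 h and 11.35 and 11.10 at 72 h with OSKM. The list tests gave adjusted p of 1.54e-06 for RB, 1.89e-27 for S phase and 1.26e-17 for G2/M, and an adjusted p of 0.484 for each with an estimated correlation.

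Among genes the paper does not discuss in these cells, 34 interferon-stimulated genes were higher with OSKM in CCD and 33 in BJ, and 33 extracellular matrix genes were lower with OSKM in CCD, at an adjusted p under 0.01 from limma. The untreated cells received no virus, so effects of the lentivirus and of the factors cannot be told apart in either line.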

How the results depend on the processing

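The alternatives with ESC against BJ split by mitochondrial share, with CCD OSKM against ESC without ESC pairs or at single times, with the overlap at single times and without 2 BJ libraries were added after the data were seen. Of the main counts and values under all alternatives, 637 kept their direction and size or side of the threshold, 95 moved and 7 passed a threshold no longer. Of the values of single named genes, 11523 stayed on their side of the threshold, 636 no longer passed it and 11 newly did. None changed direction while past its threshold. The cause of a change was not tested unless the alternative itself uses fewer genes or samples. With 200 genes changed in simulated data, 43.3% of 2-fold changes were recovered for ESC against CCD.

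ESC against CCD: the 28 RB genes lower in ESCs were 16 with CCD at 48 h only, 18 without hESH1 and hESH9, and 18 to 29 with 1 library left out. The 17 lower genes beyond the 11 past 2-fold were 7 with CCD at 48 h only, 10 with CCD at 72 h only, 9 at the same total, 8 without hESH1 and hESH9, and 8 to 17 with 1 library left out. All genes higher (7860) were 5162 without H1P43 and H9P69 and 5042 without hESH1 and hESH9. The sums of 223.0 and -36.8 were 127.6 and -23.4 at 2-fold and an adjusted p under 0.01, 217.9 and -34.3 with a pseudocount of 10, and 188.1 for the higher genes without ribosomal proteins.

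CCD OSKM against CCD: the 5 RB genes lower over 2-fold were 3 at 48 h only, 8 at 72 h only and 3 at the same total. All genes higher (4658) were 2933 at 48 h only, and all genes lower (4267) were 2750 at the same total. CCD OSKM against ESC: the 75 RB genes lower were 30 at the same total and 32 without ribosomal proteins. Of the 149 genes over 2-fold higher with OSKM, 0 were higher in CCD than in ESCs at an adjusted p under 0.01 by limma (2 at an unadjusted p under 0.05), and 1 after TMM rescaling, by edgeR, by DESeq2 and with all 5 groups in 1 fit. The overlap of 153 genes was 57 at 2-fold and an adjusted p under 0.01 in both. The ratio of the OSKM distance to ESC over that to CCD, 0.860, was 0.782 unscaled and 0.762 without ribosomal proteins. In the last case 0 of 4 OSKM libraries clustered with ESCs apart from CCD, although 4 of 4 lay nearer to ESCs.

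BJ OSKM against BJ: the 54 RB genes higher were 34 with BJ at 48 h only, 82 by DESeq2, 84 with all 5 groups in 1 fit, 144 at the same total and 14 to 118 with 1 library left out. The 19 lower were 9, 48, 52, 1 and 5 to 37 in the same order, 30 with no filter and 10 without ribosomal proteins. All genes higher (2739) were 5157 at the same total and 1003 to 3449 with 1 library left out, and all genes lower (2328) were 940 and 1282 to 3142. ESC against BJ: the 138 RB genes higher were 72 in the libraries with the lower mitochondrial share and the 25 lower were 13 at the same total. All genes higher (7240) were 3044 and 3923 in the libraries with the lower and the higher share, and all genes lower (5267) were 3269 with the lower share. The difference in RB score of 0.35 was 0.25 after TMM rescaling (exact permutation p = 0.0857) and 0.56 at the same total (exact permutation p = 0.0571).

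Differences of effects: the 5 RB genes with a smaller effect in CCD than in BJ were 3 with CCD at 72 h only. With 1 library left out, all genes with a larger effect (2073) were 1377 to 2383 and with a smaller effect (2499) 1629 to 2737. For 72 h against 48 h, leaving out 1 library gave 22 to 90 RB genes with a larger effect (63), 3 to 18 with a smaller one (12), 752 to 2376 genes with a larger effect (1655) and 1100 to 3062 with a smaller one (2244); a lone library then stands for its group and is assumed to vary like the others.

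With an estimated correlation, the adjusted p of the RB list was 0.268 for ESC against CCD, 0.252 for CCD OSKM against CCD, 0.672 for CCD OSKM against ESC, 0.184 for CCD against BJ and 0.484 for 72 h against 48 h. The lists past an adjusted p of 0.05 fell from 21 to 1 for ESC against CCD, 22 to 0 for CCD OSKM against CCD, 19 to 0 for CCD OSKM against ESC, 19 to 0 for BJ OSKM, 11 to 3 for ESC against BJ, 24 to 0 for the difference between the lines and 21 to 0 for that between the times.

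With the BJ libraries at 48 h only, BJ OSKM against BJ gave 34 RB genes higher and 9 lower without a block, and 19 and 13 with the replicate number as a block. Of all genes, 1918 were lower without the block and 1473 with it. With the block, CCD OSKM against CCD gave 222 RB genes higher and 11 lower. Deviations of libraries with the same number correlated at -0.041 to 0.029, so the numbers do not pair the libraries.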

Differences from the paper's values

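The alternatives named here were set before the data were examined.

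For the fibroblast-enriched RB genes beyond the 11 past 2-fold, the paper's value is 32, and 17 were found here. None of the 22 alternatives falls within 1.5 times of the paper's value: pseudocounts, filters, scalings, edgeR and DESeq2 on recovered reads, all groups in 1 fit, the list without ribosomal proteins, and libraries, pairs or times left out. The paper's own counts do not add up here, since it gives 34 such genes in all and 11 past 2-fold, and 17 is within 1.5 times of the difference between these. The paper's list of RB genes is another one than that used here.

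For the genes raised over 2-fold by OSKM that fibroblasts express at higher levels at q < 0.01, the paper's value is 1 gene, and 0 were found here by limma, with 2 at an unadjusted p under 0.05. TMM rescaling, edgeR on recovered reads, DESeq2 on recovered reads and all 5 groups in 1 fit each give 1 gene, URB1. The other 10 of the 14 alternatives give 0.

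For the smallest number of reads in a library, the paper's value is 28.1 M over all its RNA-seq, and 42.9 M recovered reads were found here over the 19 DNB-seq libraries. No alternative bears on this value.

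The paper names WDR37 in Figure 9B among the fibroblast-enriched genes past 2-fold. WDR37 passed the same thresholds here (log2 fold change -1.11, adjusted p = 7.69e-05 from limma) but is not on the RB list used here, whose 11 genes hold NOL3 in its place. The other 10 genes of Figure 9B are among them. All 7 genes of Figure 10C fell with OSKM here as well.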

Other observations

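The tests of normalization and of library batch for RB genes higher in ESCs were chosen after that result was seen, whereas those of transcript length, GC content and other splits of the samples were planned.

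Outside RB, most extracellular matrix genes were lower in CCD fibroblasts with OSKM. Without a control vector, effects of the lentivirus and of the factors cannot be told apart for the genes below. Of 35 extracellular matrix genes, 33 fell and 1 rose (adjusted p under 0.01 from limma; camera adjusted p = 1.65e-10, and adjusted p = 0.377 with an estimated correlation). COL1A1, a chain of type I collagen, went from 700320 to 36152 normalized counts, and the proteoglycans LUM and DCN changed by -4.63 and -4.33 on the log2 scale (adjusted p = 0.000343 and 0.000171), whereas VCAN rose by 1.66 (adjusted p = 2.55e-05). Of 13 contractile genes, 10 fell, such as TPM1 (-3.08, adjusted p = 8.78e-06), and DES rose by 4.14 (adjusted p = 1.05e-05; camera adjusted p = 0.000816, and adjusted p = 0.377 with an estimated correlation). Interferon-stimulated genes rose in 34 of 38 cases (36 when adjusted over the list alone; camera adjusted p = 1.14e-11, and adjusted p = 0.38 with an estimated correlation). IFI27 went from 116 to 9616 and RSAD2, an antiviral enzyme, from 69.2 to 8657 normalized counts. Of 40 histone genes listed, 23 passed the filter on counts and 16 of these were higher (17 when adjusted over the list alone). Beside the transduced factors, large changes were the rise of SLC6A3, a dopamine transporter, from 0.502 to 9707, and of HBA2, listed at 0 in each CCD library and at a mean of 3734 with OSKM, and the falls of GALNT15 (-6.37, adjusted p = 0.000165) and KRTAP1-5 (-6.01, adjusted p = 0.000312).

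Several groups of translation and metabolism rose with OSKM in CCD. Of 78 mitochondrial ribosomal protein genes, 50 rose and 2 fell, with MRPS2 at 1.88 (adjusted p = 3.52e-06) and MRPS14 at -0.49 (adjusted p = 0.00125; camera adjusted p = 6.27e-09, and adjusted p = 0.252 with an estimated correlation). Heat shock and chaperonin genes rose in 17 of 20 cases, with TRAP1 at 1.99 and HSPD1 at 1.83 (adjusted p = 5.92e-06 and 2.14e-06; camera adjusted p = 3.83e-06, and adjusted p = 0.302 with an estimated correlation). Nucleotide synthesis gave 15 of 23, with UMPS at 1.77 (adjusted p = 2.32e-06; camera adjusted p = 0.000133, and adjusted p = 0.38 with an estimated correlation). Of 20 tRNA synthetases 12 rose, with WARS1 at 3.37 (adjusted p = 1.29e-05; camera adjusted p = 0.000655, and adjusted p = 0.377 with an estimated correlation), and of 34 translation factors 21 rose and 2 fell, with EIF3J at 1.24 and EIF3F at -0.38 (adjusted p = 5.92e-06 and 0.00177; camera adjusted p = 8.16e-05, and adjusted p = 0.38 with an estimated correlation). Of 39 S-phase genes, 11 rose (7 when adjusted over the list alone; camera adjusted p = 0.000961, and adjusted p = 0.683 with an estimated correlation), such as TIPIN (1.51, adjusted p = 1.51e-05). Of 13 mitochondrially encoded genes, 10 were lower (camera adjusted p = 0.00849, and adjusted p = 0.492 with an estimated correlation), and MT-ND1 rose by 0.63 (adjusted p = 0.00205). At the same total 4 were lower, and the median log2 fold change of -0.63 became -0.29. Of 10 endothelial markers listed, 7 passed the filter on counts and 5 of these rose, such as TEK from 27.5 to 465.

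Other lists did not pass the camera test with OSKM in CCD. Counts of higher and lower genes were 1 and 4 of 40 for G2/M (adjusted p = 0.471), 10 and 3 of 24 for p53 targets (0.143), 3 and 4 of 19 for inflammatory genes (0.536), 5 and 1 of 20 for cholesterol synthesis (0.818), 4 and 6 of 20 for glycolysis (0.349), 13 and 2 of 59 for oxidative phosphorylation (0.0811), 5 and 1 of 18 for ATF4 targets (0.133) and 6 and 4 of 13 for immediate early genes (0.259). For markers of other cells that passed the filter on counts they were 4 and 2 of 6 for keratinocytes (0.203), 2 and 1 of 5 for melanocytes (0.536), 1 and 1 of 7 for leukocytes (0.635), 2 and 1 of 8 for muscle and pericytes (0.966) and 2 and 1 of 5 for trophoblast (0.966). Mesendoderm markers gave 2 higher of 3 (0.307) and neuroectoderm markers 2 higher of 4 (0.238). Of 12 control genes, which were not tested as a list, 3 were higher and 4 lower. Adjusted over the list alone, the counts were the same except for 0 higher and 2 lower G2/M genes by limma (5 and 8 at an unadjusted p under 0.05, and 1 and 3 by edgeR) and 11 and 3 p53 targets.

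Genes of the mesenchymal-to-epithelial transition, which the paper describes in BJ cells, were read in CCD with OSKM. SNAI2 went from 4862 ± 392 to 832 ± 118 normalized counts (SD, n = 4 each; -2.55 on the log2 scale, adjusted p = 4.89e-07 from limma), ZEB1 from 6732 ± 2244 to 2884 ± 339.8 (SD, n = 4 each; -1.18, adjusted p = 0.000603) and ZEB2 changed by -0.58 (adjusted p = 0.000942). SNAI1 rose by 0.99 (adjusted p = 0.000597), and TWIST1 (0.18, adjusted p = 0.221) and TWIST2 (-0.83, adjusted p = 0.0442) did not pass. The 6 factors as a list gave an adjusted p of 0.218 from camera. Of 31 epithelial genes listed, 19 passed the filter on counts and 11 of these rose, such as MARVELD3 from 2.25 to 254, while CDH1 stood at 0.97 in CCD, 3.46 with OSKM and 15982 in ESCs. Of 25 pluripotency genes listed, 9 passed the filter and 7 of these rose, such as L1TD1 from 1.21 to 715, at 30654 in ESCs. Genes silent with and without OSKM are not among those tested, so these shares favour genes that rose.

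In BJ fibroblasts at 96 h of OSKM, 54 of 371 RB genes were higher and 19 lower than in untreated cells by limma (41 and 11 when adjusted over the list alone), and at the same total 144 were higher and 1 lower. The labels call the BJ OSKM libraries technical repeats as well, so these p-values may measure technical spread only, and leaving out 1 library gave 14 to 118 higher. Of all 17735 genes tested, 5067 passed in either direction, 54.1% of them higher, against 74.0% of the 73 RB genes that passed. RB genes were called higher about as often as all genes, and lower less often. The RB list did not pass camera (adjusted p = 0.251). The higher genes included CHD7 (4.32, adjusted p = 3.4e-06), DDX10 (1.84, adjusted p = 0.00011), POLR1B (1.49, adjusted p = 0.000142) and LYAR (1.47, adjusted p = 0.000594). Of the small subunit factors 21 of 67 rose (22 when adjusted over the list alone; camera adjusted p = 8.75e-05, and adjusted p = 0.841 with an estimated correlation). Of 80 cytosolic ribosomal protein genes 9 were lower by limma and 0 when adjusted over the list alone (47 at an unadjusted p under 0.05, and 12 by edgeR), with a median log2 fold change of -0.48 that became 0.046 at the same total. Of 40 G2/M genes 27 fell (32 when adjusted over the list alone, and 9 at the same total), such as CDC20 (-1.74, adjusted p = 0.000301; camera adjusted p = 4.24e-12, and adjusted p = 0.525 with an estimated correlation). Interferon-stimulated genes rose in 33 of 35 cases (35 when adjusted over the list alone; camera adjusted p = 7.78e-23, and adjusted p = 0.211 with an estimated correlation), with OAS1 from 6.71 to 6598 normalized counts. Of 35 matrix genes 26 fell and 4 rose, with COL1A1 from 298260 to 36589 (camera adjusted p = 1.83e-07, and adjusted p = 0.34 with an estimated correlation). POU5F1 stood at 169390 and MYC at 32716 with OSKM in BJ. TDGF1, a pluripotency gene, went from 0.802 to 209.

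ESCs against BJ in these libraries gave 138 of 370 RB genes higher and 25 lower in ESCs by limma (126 and 23 when adjusted over the list alone; camera adjusted p = 0.0595). Both groups hold 2 libraries with a high mitochondrial share, and 72 RB genes were higher in the libraries with the lower share, while 13 were lower at the same total. Of all 19486 genes tested, 12507 passed in either direction, 57.9% of them higher in ESCs, against 84.7% of the 163 RB genes that passed. RB genes were called higher about as often as all genes, and lower less often. All 11 fibroblast-enriched genes that the paper names in Figure 9B were higher in BJ, such as KAT2B (-3.85, adjusted p = 1.08e-06) and CUL4B (-2.20, adjusted p = 1.79e-06). Of 25 pluripotency genes, 25 were higher in ESCs (adjusted p = 0.03 with an estimated correlation), and of 35 matrix genes 33 were lower and 1 higher (adjusted p = 0.0171 with an estimated correlation).

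Higher expression of RB genes in ESCs than in CCD was weighed against 2 technical explanations. After TMM rescaling, 175 RB genes were higher and 35 lower. TMM assumes, like size factors, that most genes do not change, so it cannot test that assumption. With every library set to the same total, 236 were higher and 19 lower. This setting raised the median log2 fold change of all genes from 0.24 to 0.32, so it could hardly lower the count. Neither scaling can thus exclude that the authors' normalization contributed to the count. The median of the RB genes stayed above that of all genes: 0.54 against 0.24, 0.39 against 0.075 after TMM rescaling and 0.61 against 0.32 at the same total. A scaling of whole libraries leaves this gap nearly unchanged. A library batch in ESCs is argued against by 238 that were higher without hESH1 and hESH9, the libraries with a high mitochondrial share. The cell type stays open as a biological explanation, and so do differences of culture or library batch that follow the groups and were not tested. A difference of growth rate stays open too: 29 of 39 S-phase genes were higher in ESCs and 1 lower (31 and 1 when adjusted over the list alone), and 28 of 40 G2/M genes were higher and 2 lower (28 and 2 when adjusted over the list alone).

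Cytosolic ribosomal protein genes had a median log2 fold change of 0.13 with OSKM in CCD, against 1.02 for the other RB genes. Their short transcripts are argued against as the cause only as far as the matching reached: genes matched to them in length had a median that differed from that of genes matched to the other RB genes by -0.091 (95% bootstrap interval -0.23 to 0.088), but a median length of 1210 against 826 for the ribosomal protein genes and 2798 for the other RB genes. GC content cannot be told apart, because genes matched in GC content differed by -0.35 (interval -0.53 to -0.14), part of the gap. The median GC content was 47.9% for the ribosomal protein genes and 46.5% for the other RB genes. Both matches were also made on expression level, so neither isolates length or GC content alone. The scaling moves all genes alike and is no test of this gap. A distinct regulation of these genes in the cells may be biological and was not tested.

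Other splits of the libraries into groups of the same sizes gave fewer genes past the thresholds by limma than the real groups, in each case with 1 of 35 splits, the real one, as large. The counts were 13889 against at most 0 for ESC against CCD, 8925 against 0 for CCD OSKM against CCD, 13138 against 0 for CCD OSKM against ESC, 5067 against 103 for BJ OSKM against BJ and 12507 against 15 for ESC against BJ, where the split with 15 parts libraries of lower from those of higher mitochondrial share. For the difference of the OSKM effects between the lines, 4572 genes stood against at most 1861 in 99 splits, again with 1 as large. The other splits mix libraries of the real groups or lines, which widens the spread within their groups. Low counts in them therefore follow from any large difference between the real groups. A difference of culture or batch that follows the groups would give the same, and the splits treat repeats as independent libraries. No conclusion on chance or on a cause is drawn from them.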
